# Circulating microRNA Profiles during the Bovine Oestrous Cycle

**DOI:** 10.1371/journal.pone.0158160

**Published:** 2016-06-24

**Authors:** Jason Ioannidis, F. Xavier Donadeu

## Abstract

Up to 50% of ovulations go undetected in modern dairy herds due to attenuated oestrus behavior and a lack of high-accuracy methods for detection of fertile oestrus. This significantly reduces overall herd productivity and constitutes a high economic burden to the dairy industry. MicroRNAs (miRNAs) are ubiquitous regulators of gene expression during both health and disease and they have been shown to regulate different reproductive processes. Extracellular miRNAs are stable and can provide useful biomarkers of tissue function; changes in circulating miRNA profiles have been reported during menstrual cycles. This study sought to establish the potential of circulating miRNAs as biomarkers of oestrus in cattle. We collected plasma samples from 8 Holstein-Friesian heifers on days Days 0, 8 and 16 of an oestrous cycle and analysed small RNA populations on each Day using two independent high-throughput approaches, namely, Illumina sequencing (n = 24 samples) and Qiagen PCR arrays (n = 9 sample pools, 3–4 samples / pool). Subsequently, we used RT-qPCR (n = 24 samples) to validate the results of high-throughput analyses, as well as to establish the expression profiles of additional miRNAs previously reported to be differentially expressed during reproductive cycles. Overall, we identified four miRNAs (let-7f, miR-125b, miR-145 and miR-99a-5p), the plasma levels of which distinctly increased (up to 2.2-fold, P < 0.05) during oestrus (Day 0) relative to other stages of the cycle (Days 8 and 16). Moreover, we identified several hundred different isomiRs and established their relative abundance in bovine plasma. In summary, our results reveal the dynamic nature of plasma miRNAs during the oestrous cycle and provide evidence of the feasibility of using circulating miRNAs as biomarkers of reproductive function in livestock in the future.

## Introduction

Failure to adequately identify fertile oestrus in farmed animals is a major contributor to the long-standing problem of low fertility rates in modern production animal systems, particularly in cattle. To illustrate the severity of the problem, current conception rates at first postpartum service in dairy cows are approximately 40%; according to the UK’s Dairy Science Forum (2008), this is estimated to cost the UK dairy industry in excess of £300 million per year through extended calving intervals, in addition to being a major welfare issue through disease and premature culling.

The physiological period of anoestrus following calving is characterised by progressive restoration of the neuroendocrine-reproductive axis to allow adequate maturation of ovarian follicles followed by ovulation before normal oestrous cycles can be re-established [1]. In non-stressed dairy cows ovulatory activity normally begins within 2 to 3 weeks after calving. However, in modern dairy herds, a combination of factors resulting from both genetic selection for production traits and intensive management, including negative energy balance, stress and disease (uterine infection, mastitis, lameness), often disrupt normal neuroendocrine restoration which prevents normal follicle maturation and leads to a delay in the onset of regular, normal-length oestrous cycles [2, 3]. Furthermore, behavioural oestrus, physiologically triggered by high oestradiol levels from mature pre-ovulatory follicles, is significantly reduced under these conditions, both in intensity and duration; this leads to up to 50% of heats being missed by farm personnel [4]. Altogether, this leads to a dramatic decrease in breeding efficiency, increased risk of disease through non-productive inseminations, and extended calving intervals.

Periodic visual inspection of cows for behavioural signs of oestrus has been traditionally used to select cows for breeding [5]. More sophisticated methods include measurement of milk progesterone, heat mount detectors and activity monitors; in practice these are frequently combined with visual observation [5]. Yet, multiple reports agree that approximately 30% of oestrus events may still not be detected even when combinations of these methods are used [5, 6]. Thus, there is growing interest in the development of novel oestrus detection methods to minimise economic losses and boost annual milk production.

MiRNAs are small RNA molecules that play key roles as gene expression regulators in animal tissues [7]. Intracellular miRNAs enter the extracellular space [8] in the form of stable complexes within protective exosomes [9] and / or associated with proteins such as HDL and Ago2 [10, 11]. Some miRNAs are tissue-specific and are present in the circulation at quantifiable levels (e.g. placental miRNAs) [12]. These findings have led to a plethora of studies into the biomarker potential of circulating miRNAs; it is now widely accepted that miRNAs can offer useful circulating biomarkers of multiple diseases such as cancer, heart disease, autoimmune diseases [13, 14] as well as preeclampsia and other reproductive diseases [15, 16]. In contrast to the abundant literature focusing on humans, the potential of circulating miRNAs as biomarkers of animal disease and / or productivity traits has not been investigated in depth.

MiRNAs are involved in the regulation of follicular and luteal development (reviewed here [17]) as well as endometrial function [18]. Consistent with this, studies using cows and other species have identified numerous miRNAs with expression that changes significantly in association with follicle growth and selection, the follicle-to-luteal transition, and embryo implantation [19–21]. Because the reproductive tract is highly vascularised, particularly the ovary, it is reasonable to hypothesise that changes in miRNA levels occurring in those tissues may lead to changes in the levels of circulating miRNAs, which may provide useful oestrous cycle biomarkers. In this study we used next-generation sequencing and PCR-based platforms to compare miRNA profiles in the circulation of heifers across different stages of a normal oestrous cycle. We identified four circulating miRNAs, the levels of which were significantly higher during oestrus compared to other stages of the oestrous cycle. These findings pave the way towards the development of novel oestrus detection methods.

## Materials and Methods

### Experimental animals

Eight Holstein-Friesian heifers (15–17 months old) were oestrus-synchronised using Eazi-Breed^™^ CIDR^®^ Cattle Insert (1.38 g progesterone over eight days; Zoetis, USA), Receptal^®^ (0.02 mg buserelin on the day of CIDR insertion; MSD Animal Health, UK) and Estrumate^®^ (0.5 mg cloprostenol seven days after CIDR insertion; MSD Animal Health). Blood was collected on Days 0, 8 and 16 from all animals (Day 0 being the first day of observed oestrus). The stage of the oestrous cycle was confirmed by plasma progesterone profiles determined using a Coat-a-Count radio-immuno-assay (Siemens Healthcare, Germany). All animal procedures were carried out under the UK Home Office Animals (Scientific Procedures) Act 1986, license 60/4604, and with approval by the Ethical Review Committee, University of Edinburgh and all efforts were made to minimize animal suffering.

### Blood sample collection and processing

Blood was collected in 10 mL K2 EDTA Vacutainer tubes (Becton Dickinson, USA) by jugular venepuncture, using 18G needles (Becton Dickinson) and stored at 4°C. Within two hours of collection samples were centrifuged at 1,900 g for 10 min at 4°C to remove blood cells, and then again at 16,000 g for 10 min at 4°C to remove cellular debris and platelets. The second centrifugation step has been shown to significantly reduce platelet numbers in plasma samples, minimising platelet contamination [22]. In addition, haemolysis was controlled for by using absorbance at 414 nm and the ‘miR ratio’ (ΔCq between miR-451 and miR-23a) as described previously [23, 24]. All plasma samples were immediately frozen at -80°C.

### RNA extraction

RNA was extracted from 1.05 mL of plasma using TRIzol LS (Life Technologies, USA), following the manufacturer’s protocol. During the RNA extraction protocol, glycogen (180 μg; Sigma-Aldrich, USA) was added to each sample to facilitate the precipitation of RNA, and an exogenous miRNA control, syn-cel-miR-39-3p (0.25 fmol; Qiagen, NL), was spiked into each sample. RNA was re-suspended in 30 μL of RNase-free water and used immediately or frozen at -80°C.

### Small-RNA sequencing analysis

Small-RNA libraries were prepared using the Illumina TruSeq small-RNA sample preparation kit (Illumina, USA) following the manufacturer’s protocol. Libraries were submitted to 36-base single-end sequencing using the Illumina HiSeq 2000 platform. The raw sequencing data are available on the GEO database under accession GSE81050. Raw reads were processed using sRNAtoolbox 1.0; initially reads with no adaptor and/or with undetermined bases (N) were removed [25]. The bovine genome (assembly UMD 3.1, [26]) was used as reference; trimmed and quality-controlled reads were mapped against mature miRNAs from bovine and human (for homologue identification) in miRBase 20 (accessed 11/06/2014, [27]) allowing only a one-nucleotide mismatch; novel bovine miRNAs as well as isomiRs were identified at this stage.

Prediction of novel miRNAs was carried out using sRNAbench software, as described previously [28, 25]. Briefly, sequencing reads that did not map to known miRNAs were mapped to the bovine genome. Where pairs of read clusters mapped 60 nt apart, the two clusters (putative novel miRNAs) and the connecting sequence were tested for their ability to form a stem-loop (pre-miRNA). We also identified isomiRs of known canonical miRNAs using sRNAbench. Briefly, the procedure maps small RNA reads to pre-miRNA loop sequences, identifying differences in sequence using a step-wise approach (end-variations first, miRNA-body variations next, etc; for further details please refer to the sRNAbench manual). To increase confidence, only sequences present at a minimum of 25 RPM in more than 75% of samples analysed were taken as true isomiRs.

After mapping, human and bovine miRNA read counts were merged and normalised to generate reads per million mapped (RPMM). MiRNAs with less than 25 RPMMs in more than 75% of the samples within each of the experimental groups were excluded, keeping 181 miRNAs for further analysis. Normalised expression levels (RPMMs) from sRNAbench 1.0 were log2 transformed before applying repeated-measures ANOVA using “ez” package 4.2 [29], followed by FDR adjustment using R language 3.02 and RStudio 0.98 [30, 31]. The transformed data were normally distributed as determined by the D’Agostino-Pearson omnibus and Shapiro-Wilk normality tests. Statistical significance was set to FDR < 0.1. Sequencing data are provided in S1 File.

### PCR array analysis

To design our Custom PCR array we took all miRNAs included in the Qiagen Human miRNome^™^ miscript v. 16.0 PCR array and aligned them (using BLAST, [32]) to cow miRNA sequences listed in miRBase 19 (accessed 20/02/2013, [33]) in a Linux environment. A total of 308 miRNAs conserved in cow (i.e., with ≤ 2 nucleotide mismatches between human and cow sequences) were included in the 384-well Custom miScript miRNA PCR array (384-well, Qiagen).

Three sample pools from each of Day 0, Day 8 and Day 16 (3–4 samples / pool) were analysed. cDNA (10 μL) was synthesised from 2 μL of RNA sample using miScript II RT kit (Qiagen) in a Whatman-Biometra Thermocycler (Biometra, USA). The arrays were setup according to the manufacturer’s instructions and were analysed on the LightCycler 480 System (Roche, Switzerland). Data analysis was performed using Microsoft Excel (Microsoft Corporation, USA) and R programming using R language 3.02 and RStudio 0.98 [30, 31]. Raw Cq data were initially filtered to remove wells with non-specific amplification as identified by melting-curve analysis. Cq values were normalised using the global mean expression, which was calculated from miRNAs which were detected in all of the sample pools. The statistical analysis of the transformed normalised data was performed as described for the sequencing data above. The PCR array dataset is provided in S2 File.

### RT-qPCR analysis

cDNA was generated as described above and diluted for use in 10 μL qPCR reactions using Qiagen SYBR Green kits in an Agilent Mx3005P qPCR system (Agilent Technologies, USA). Raw fluorescence data were processed using Agilent MxPro software. A fluorescence threshold of 0.1 was used to determine Cq values for all experiments. The amplification efficiency ranged between 88% and 109%, with R2 > 0.85. Data were processed using Microsoft Excel (Microsoft Corporation). Statistical analyses were performed in GraphPad Prism 6 (GraphPad Software, USA) using repeated-measures ANOVA followed by Dunnett’s tests or 2-sample t-tests if comparisons involved only two means. Statistical significance was set to P < 0.05. For selected circulating miRNAs, normalised expression levels were correlated with plasma progesterone levels using Spearman’s correlation (ρ) in GraphPad Prism 6 (GraphPad Software).

### miRNA target analysis

Target analysis was carried out using DIANA miRPath 3.0 [34]. Briefly, experimentally validated miRNA targets were identified by calling DIANA TarBase 7.0 through the miRPath 3.0 interface [35]. Targets which were common to two or more of the miRNAs considered were further selected for pathway prediction using miRPath 3.0 selecting the gene intersection analysis method in the tool’s interface. Enriched pathways from the KEGG database were exported from the tool along with FDR-corrected p-values. A significance threshold of P = 0.05 was used. The predicted pathways (KEGG) are provided in S5 File.

## Results and Discussion

### Small-RNA sequencing of bovine plasma during the oestrous cycle

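Blood was taken into EDTA tubes and centrifuged in 2 steps, the first to remove cells and the second to remove debris and platelets, and the RNA of each plasma sample was made into an Illumina TruSeq small-RNA library. Each of the 8 heifers gave 1 library at oestrus (Day 0) and 1 on each of 2 later days of her cycle, when the corpus luteum secretes progesterone (Days 8 and 16), so every comparison between days is made within animals. The authors removed reads without an adaptor or with an unread base, assigned the rest to mature bovine and human miRNAs with sRNAbench, allowing 1 mismatch, merged both sets, and deposited for each library a raw count of each miRNA and its RPMM value, which is scaled to the reads mapped to the genome.
The table lists 870 miRNAs, 626 bovine and 244 human. Total counts per library were 1299679 to 3818770 on Day 0 (median 2761491, n = 8), 2197709 to 4700764 on Day 8 (median 3390108, n = 8) and 1488279 to 4672302 on Day 16 (median 2945688, n = 8). These are the reads assigned to miRNAs, which the tests used and of which the paper's Table 1 also gives a mean for each day. Raw counts were compared with edgeR's quasi-likelihood test, scaled by TMM and with the heifer as a term in the model. An overall effect of day, the 3 differences between days, and the difference of Day 0 from the mean of Days 8 and 16 were tested, with Benjamini-Hochberg adjustment and the paper's limit of 0.1 on the adjusted p.
The test, its alternatives, the rule for which miRNAs are named and 13 lists of miRNAs were set before the tests were run. The lists go by cell type, genomic cluster, seed family, or expression in follicles or corpora lutea as given in the paper. The paper's Table 2 and its supplementary table of read counts and P-values for these samples had been read by then. The lists are therefore not independent of these data or of what the paper found in them. Choices that could move the numbers are the scaling, since miR-486 alone took between 6.07% and 45.1% of a library's counts, the limit on low counts, and the allowed mismatch, through which near-identical miRNAs (miR-199a, b and c, miR-99a and miR-100, miR-125a and b, miR-23a and b, miR-16a and b, the let-7 family) may share reads.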

We sequenced 24 small-RNA libraries prepared from individual plasma samples collected from 8 non-pregnant heifers on each of Days 0, 8 and 16 of the oestrous cycle in order to identify differentially expressed miRNAs at oestrus (Day 0). On average, we obtained 9.1 million raw sequences from each sample (Table 1). The most common read lengths after removing the sequencing adaptors ranged between 20–23 nucleotides, which corresponds to the length of mature miRNAs (Fig 1A). 

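The number of genome-mapped reads behind each library follows from its deposited counts and RPMM values. It was 3918066 ± 979462 (mean ± SD, n = 8 heifers) on Day 0, 4894047 ± 888922 (n = 8) on Day 8 and 4075763 ± 1261614 (n = 8) on Day 16. Single libraries held 2278035 to 6194402 such reads, and the ranges of the 3 days overlapped. A miRNA at the limit of 25 RPMM used for testing therefore rested on more than 50 counts in the smallest library, that of heifer 16 on Day 16.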

On average, 4.3 million high quality reads (47.2% of raw reads) were mapped to the bovine genome per sample. More than 70% of these mapped reads corresponded to miRNAs, the majority of which were bovine (as registered in miRBase 20, accessed 11/06/2014 [36]); a much smaller fraction consisted of human miRNA homologues (0.1%) and predicted novel miRNAs (0.04%; Table 1). 

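The miRNA share of mapped reads was 68.4% ± 8.96 (SD, n = 8) on Day 0, 70.8% ± 4.67 (n = 8) on Day 8 and 70.9% ± 4.55 (n = 8) on Day 16, with single libraries between 52.5% and 79.5%. Bovine miRNAs took 3036821 counts per library on average and human miRNAs 2971, which is 0.0692% of the mapped reads. Among human miRNAs, miR-210-3p, which is induced by hypoxia, had the highest level, 335 ± 82.1 RPMM (SD, n = 24 libraries), and miR-4532 followed at 183 ± 158 RPMM (SD, n = 24). These were the 2 human miRNAs among the 181 tested.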

A small percentage of the mapped reads corresponded to other small non-coding structural and regulatory RNAs, such as small nuclear and nucleolar RNA (snRNA and snoRNA, respectively; Fig 1B).

**Fig 1:**
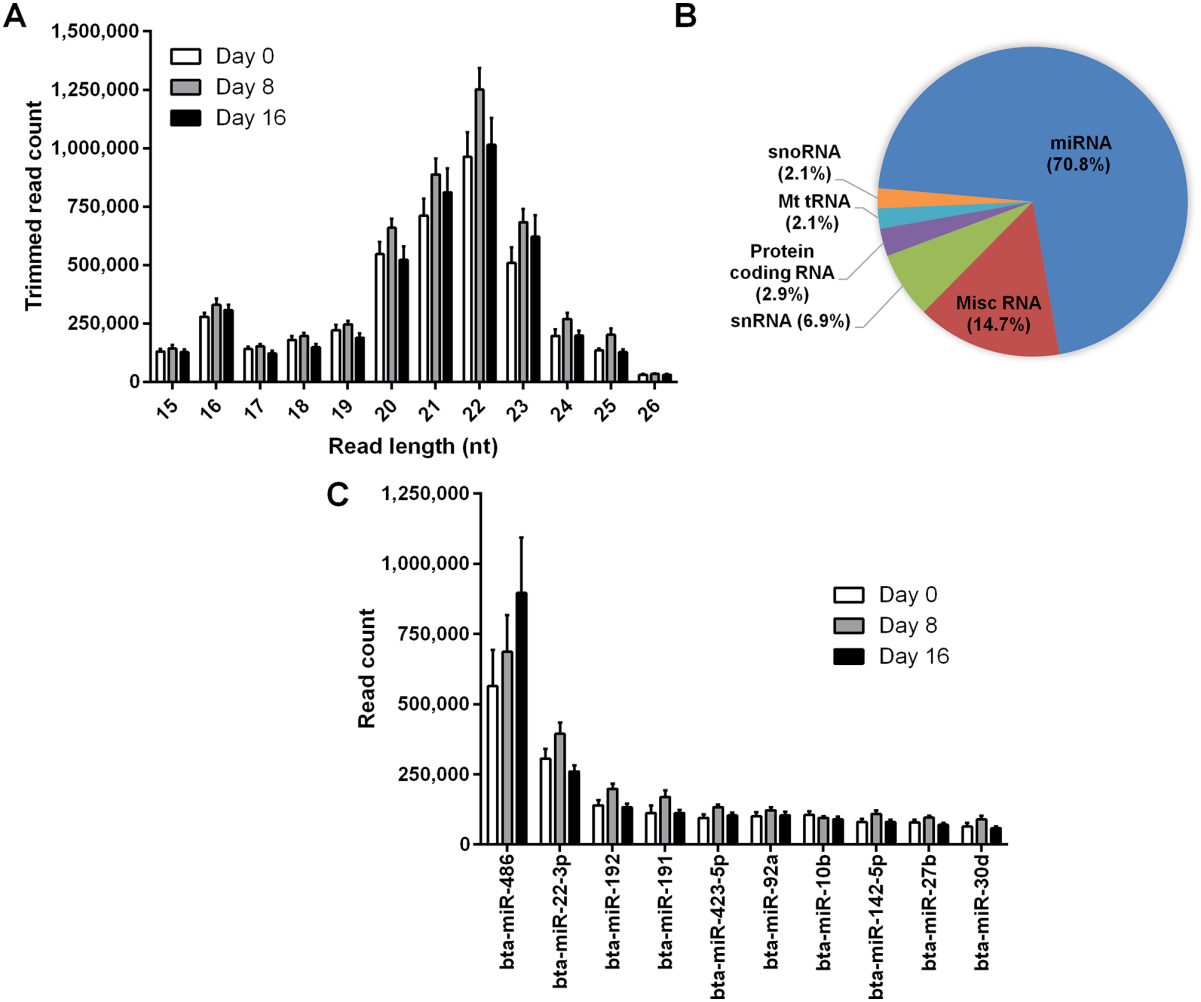
Results of small-RNA sequencing of bovine plasma. (A) Length distribution of trimmed read counts (mean number of reads ± SEM) for each of Days 0, 8 and 16 of the oestrous cycle (n = 8 heifers). (B) Relative abundance (% of total mapped reads) of different RNA species in bovine plasma. The ‘Misc RNA’ category predominantly includes Y RNA, Vault RNA and RNase P RNA. (C) Ten most abundant miRNAs (mean read counts ± SEM) in bovine plasma on each of Days 0, 8 and 16 of the oestrous cycle.

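miR-486, an erythrocyte miRNA, had a mean count of 564306 ± 138429 (SEM, n = 8) on Day 0, 686294 ± 139827 (n = 8) on Day 8 and 896334 ± 210911 (n = 8) on Day 16. miR-22-3p followed with 305935 ± 36742, 394389 ± 42037 and 259918 ± 23998 (SEM, n = 8 on each day). miR-192, a miRNA of liver and gut epithelium, had 139593 ± 20110, 198348 ± 19064 and 132014 ± 14003, and the platelet miRNA miR-191 had 112665 ± 27906, 168901 ± 25497 and 112088 ± 11617 (SEM, n = 8 on each day). miR-10b, a miRNA of the HOX gene clusters, had 105389 ± 13009, 94909 ± 5919 and 90481 ± 9802 (SEM, n = 8 on each day). The other 5 of the 10 were miR-423-5p, miR-92a, miR-142-5p, miR-27b and miR-30d.
In RPMM, miR-10b was lower on Day 8 than on Day 0 in 7 of 8 heifers, by a mean log2 difference of −0.42 ± 0.41 (SD, n = 8, two-sided exact sign-change permutation test, p = 0.0234), and this was the 1 of the 30 comparisons between days with an exact p under 0.05. It did not pass adjustment over the 30 (adjusted exact p = 0.368), and no other did. In this test the smallest p that 8 heifers allow is 0.0078. With RPMM replaced by TMM-scaled counts the number at an exact p under 0.05 was 3, and leaving out heifer 16, 18, 20 or 21 gave 4, 2, 5 or 4.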

**Table 1:** Summary showing various endpoints from small-RNA sequencing of plasma samples from Day 0, 8 and 16 of the oestrous cycle (n = 8 heifers).

	Day 0	Day 8	Day 16	Mean
**Raw reads**	9,241,040	9,380,798	8,737,868	9,119,902
**Reads with adapter**	8,461,507	8,361,521	7,918,324	8,247,117
**Reads that passed QC**	4,073,814	5,075,814	4,251,624	4,467,084
**Reads that mapped to the genome**	3,918,066	4,894,047	4,075,763	4,295,959
**Total miRNA reads**	2,727,909	3,468,900	2,922,572	3,039,794
**Bovine miRNA reads**	2,724,952	3,465,422	2,920,090	3,036,821
**Human miRNA reads**	2,957	3,479	2,482	2,973
**Novel miRNA reads**	1,493	2,034	1,597	1,700

On average, a total of 313 unique miRNAs (296 bovine and 17 human) were detected with more than 10 reads. 

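With more than 10 counts, 306.7 ± 18.6 miRNAs (SD, n = 24) were detected per library, of which 290.7 ± 16.9 were bovine and 16 ± 2.28 human. There were 303.6 ± 22.9 on Day 0, 317 ± 14.9 on Day 8 and 299 ± 13.9 on Day 16 (SD, n = 8 on each day). In 7 of 8 heifers fewer were detected on Day 16 than on Day 8, with a mean difference of −18.1 ± 16.4 (SD, n = 8, exact sign-change permutation test, p = 0.0156, adjusted over the 3 pairs of days p = 0.0469). The differences of Day 8 and of Day 16 from Day 0 were 13.6 ± 19.2 and −4.5 ± 20.6 (SD, n = 8, exact p = 0.0859 and 0.664). A fixed number of reads reaches fewer miRNAs in a smaller library, and with a limit of more than 1 RPMM in its place the means by day were 363 ± 11.4, 362.9 ± 16.0 and 359.9 ± 10.8 (SD, n = 8 on each day).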

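Blood-cell miRNAs made up much of the plasma profile. miR-486, processed in maturing erythrocytes, took 19.8% ± 12.2 of all miRNA counts on Day 0, 19.5% ± 11.0 on Day 8 and 28.0% ± 10.4 on Day 16 (SD, n = 8 on each day). miR-92a, of the miR-17-92 cluster, took 3.62% ± 0.930, 3.53% ± 0.774 and 3.58% ± 0.753, and miR-191 took 3.98% ± 1.68, 4.83% ± 1.53 and 3.97% ± 0.813 (SD, n = 8 on each day). Of 13 platelet miRNAs and 10 leukocyte miRNAs tested, none passed the adjusted test between any 2 days with edgeR, nor adjusted over the list alone. At an unadjusted p under 0.05 there were 2 platelet miRNAs and 2 leukocyte miRNAs between Days 8 and 16, 1 of each between Days 0 and 16, and none between Days 0 and 8; DESeq2 passed none, and limma-voom with sample weights passed 1 platelet miRNA between Days 0 and 16 and 1 leukocyte miRNA between Days 0 and 8.
The ratio of miR-451, made in erythrocytes, to miR-23a, which erythrocytes release little of, is used as a measure of lysis of red cells. Its log2 value rose from 1.82 ± 1.05 on Day 0 to 2.77 ± 0.67 on Day 16 (SD, n = 8), higher in 7 of 8 heifers by 0.94 ± 0.73 (exact sign-change permutation test, p = 0.0156, adjusted over the 3 pairs of days p = 0.0469). Day 8 lay between them at 2.17 ± 0.78 (n = 8), where its differences from Day 0 and Day 16 had exact p-values of 0.422 and 0.0547 (0.0156 for the latter without heifer 16, n = 7, log2 difference 0.81). The highest library was at 4.07. This ratio of RPMM is not on the scale of the Cq difference that the paper measured by PCR, so limits for haemolysis on that scale do not apply to it. Separately, miR-451 had a log2 fold change of 0.59 (SE 0.28) and miR-23a of −0.26 (SE 0.11) between Days 0 and 16, each with an adjusted p of 0.340 from edgeR.

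**Figure D1:**
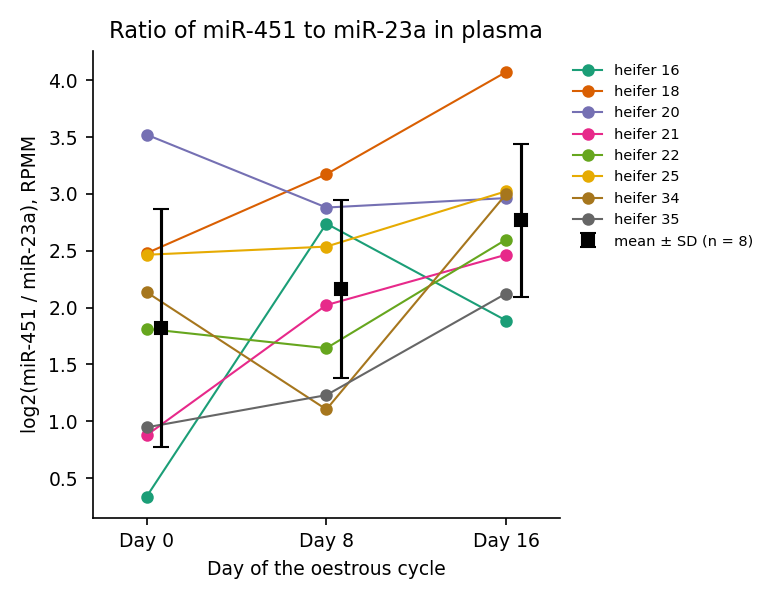
Log2 ratio of miR-451 to miR-23a (RPMM) by day of the oestrous cycle, with 1 point per heifer, joined across days, and the mean ± SD of the 8 heifers beside each day. The mean increases from 1.82 on Day 0 to 2.77 on Day 16, and the highest library reaches 4.07.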

Among the 10 most abundant miRNAs in plasma (Fig 1C), miR-486 (the most abundant) and miR-92a are reportedly expressed primarily in red blood cells [37], whereas miR-191 is highly expressed in platelets [38]. Four of the 10 most abundant miRNAs (miR-486, miR-92a, miR-192 and miR-423-5p) were also identified as highly abundant in bovine plasma in another study using Illumina technology [39]. The partial lack of agreement between the two studies could be explained by the use of different protocols to prepare the sequencing libraries as this has been shown to significantly influence the results of miRNA sequencing, mainly through effects on adaptor ligation [40].

Our differential expression analysis included 181 bovine and human miRNAs, all of which were present with more than 25 RPMM in at least 75% of samples in each experimental group (see Materials and Methods; S1 File). 

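At more than 25 RPMM in at least 6 of the 8 libraries of each day, 179 bovine and 2 human miRNAs remained, and they hold 99.8% of all miRNA counts. Erythrocyte, platelet and leukocyte miRNAs were well covered, with 10 of 13, 13 of 13 and 10 of 11 listed members tested. Of the large imprinted DLK1-DIO3 cluster, 51 listed members appear in the deposited table but only 8 passed this limit, and of 7 striated muscle miRNAs only miR-133a did. miR-132, miR-202 and miR-31-5p, which the paper measured or sought in plasma by RT-qPCR, were not among the miRNAs tested.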

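On log2(RPMM + 1) of the 181 tested miRNAs, the day of the cycle accounted for 9.39% of the variance between libraries (permutation of days within heifers, p = 0.0782) and the heifer for 49.8%. A split into 8 heifers takes up more variance by chance than a split into 3 days. The 2 shares are therefore not directly comparable, and that of the heifer was not tested. Principal component 1 held 37.8% and component 2 held 12.4%. Component 1 followed the erythrocyte miRNA miR-486: the size of its correlation with the share of counts taken by miR-486 was 0.716 (Pearson, n = 24, permutation p = 9.0e-05) and 0.683 (Spearman, permutation p = 3.5e-04), and 0.647 (Pearson) without the 2 libraries farthest from the median share. Within Day 0, Day 8 and Day 16 it was 0.486, 0.926 and 0.682 (Pearson, n = 8 each). This was the only such relation computed, and because each heifer gave 3 libraries the 24 are not fully independent. RPMM is a share of mapped reads, so a high share of miR-486 by itself lowers the RPMM of the other miRNAs. A part of this relation may thus come from the scaling, which the permutation does not take into account. On TMM-scaled values component 1 held 28.5%, and the relation was not computed there. Without any limit on low counts the day accounted for 9.47% (permutation p = 0.0467), and without heifer 21, tried after the data were seen, for 11.1% (permutation p = 0.0255).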

Principal component analysis did not reveal a clear separation of samples according to Day of the oestrous cycle (Fig 2A). Upon statistical analysis we detected an effect of Day of the oestrous cycle on the expression levels of 20 miRNAs (P < 0.05, Table 2; Fig 2B), however the differences involved were generally small (under 1.6-fold) and were not significant after multiple testing adjustment (FDR > 0.1), failing to identify a high-confidence candidate miRNA biomarker of oestrus at this stage of the study.

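Of the 181 miRNAs, 5 were higher in plasma at oestrus than on Days 8 and 16 averaged and none was lower, at an adjusted p under 0.1 from edgeR. DESeq2 had 14 higher and 1 lower (miR-6529, at −0.39), limma-voom with sample weights 22 and 8, limma on either log 3 and 0, and the repeated-measures test on log2(RPMM + 1) 0, with 19 at an unadjusted p under 0.05, as with the total count as a covariate, which was chosen after the data were seen. miR-199a-5p and miR-214 are transcribed together in mesenchymal cells such as fibroblasts and smooth muscle, and rose by 0.70 (SE 0.18, adjusted p = 0.0493) and 0.39 (SE 0.11, adjusted p = 0.0746) on the log2 scale. The call of miR-214 ended with limma on log2(RPMM + 1) (adjusted p = 0.119) and on log2(RPMM + 0.1) (0.114), with filterByExpr (0.111), without a limit on low counts (0.387) and with no term for the heifer (0.199). miR-381 and miR-154c come from the imprinted DLK1-DIO3 cluster, expressed from the maternal chromosome, and rose by 0.60 (SE 0.14, adjusted p = 0.0493) and 0.53 (SE 0.13, adjusted p = 0.0493), and the call of miR-154c ended without a limit on low counts (adjusted p = 0.112). miR-532, of a cluster on the X chromosome, rose by 0.37 (SE 0.11, adjusted p = 0.0924), a call that ended when counts were scaled by total counts (adjusted p = 0.146), with limma on log2(RPMM + 1) (0.201) and on log2(RPMM + 0.1) (0.204) and without a limit on low counts (0.387). With the repeated-measures test all 5 calls ended, at adjusted p-values of 0.251 for miR-199a-5p, 0.164 for miR-214 and 0.169 for the other 3. On the paper's array the 2 tested members of the X-chromosome cluster, miR-532 and miR-660, had medians of 0.19 on Day 8 and 0.17 on Day 16 against Day 0. These lie near the array's own medians of 0.17 and 0.13 over the 122 miRNAs tested on both platforms. Neither had a P-value under 0.05 there, so the array shows no fall and no clear opposite change. By sequencing, each of the 5 called miRNAs was higher on Day 0 in 6 or 7 of the 8 heifers. Levels in TMM-normalized CPM were 153 ± 53.5, 94.9 ± 20.6 and 105 ± 22.4 for miR-381 and 454 ± 74.8, 351 ± 42.6 and 351 ± 26.7 for miR-532 on Days 0, 8 and 16 (SD, n = 8 on each day).
The other members of these groups lay the same way. All 11 mesenchymal miRNAs tested were above 0, with 2 past the adjusted test and 8 when adjusted over the list alone, among them miR-199c at 0.42 (SE 0.13) and miR-100 at 0.38 (SE 0.16). The more abundant miR-199a-3p (1902 RPMM, against 156 for miR-199a-5p) was near 0, at 0.05 (SE 0.19, adjusted p = 0.865 from edgeR). The list was higher on Day 0 by camera (adjusted p = 6.67e-06 with a preset correlation, adjusted p = 0.127 with an estimated correlation) and by fry (adjusted p = 0.0171). All 8 tested DLK1-DIO3 miRNAs were above 0 as well, with 2 past the adjusted test and 6 when adjusted over the list alone, such as miR-369-3p at 0.37 (SE 0.12) and miR-127 at 0.37 (SE 0.16); camera gave an adjusted p of 7.49e-06 (adjusted p = 0.127 with an estimated correlation). They lie between 65862179 and 66042804 on chromosome 21 in the authors' deposited coordinates, for which the table names no genome build. Of the mesenchymal list, miR-199a-5p, miR-214, miR-199c, miR-100, miR-125b and miR-10b are in the paper's Table 2. Of the DLK1-DIO3 list, miR-381, miR-154c, miR-369-3p and miR-380-3p are. Both lists were written after Table 2 had been read, so their list values here and below in part test that result again. All 9 tested members of the miR-17-92 family, which promotes cell proliferation, were below 0 (7 of 9 when scaled by total counts), and miR-18a at −0.31 (SE 0.14) was the only one with an unadjusted p under 0.05 and none passed adjusted over the list alone (camera adjusted p = 0.0382, adjusted p = 0.608 with an estimated correlation). Its call also ended without heifer 16 or heifer 18 (camera adjusted p = 0.236 and 0.248) and with a covariate for miR-486 and miR-451, which took its median from −0.21 to −0.11 (camera adjusted p = 0.234). It shares miR-25 and miR-92a with the erythrocyte list. Members of a list move together (estimated correlations of 0.48 in this family and 0.67 in the erythrocyte list), so counts of members are not counts of animals. Averaged over members, the family was higher on Day 0 in 3 of 8 heifers (exact sign-change permutation p = 0.234). The erythrocyte miRNAs were higher on Day 0 in 4 of 8 (exact sign-change permutation p = 0.430). Of 10 erythrocyte miRNAs, 9 were below 0 (6 of 10 when scaled by total counts, 5 of 10 with limma-voom) and none passed over the list alone (camera adjusted p = 0.139, adjusted p = 0.608 with an estimated correlation); leaving out heifer 20, 22, 25, 34 or 35 took camera's value to 0.0044, 0.0297, 0.0451, 0.0208 and 0.0895, and scaling by total counts took it to 0.0233.
At an unadjusted p under 0.05, 26 miRNAs were higher on Day 0 and 5 lower (31 and 0 when scaled by total counts). Heifer 21 went against the others: without it 27 miRNAs passed the adjusted test instead of 5. Of these 27, miR-191, miR-330, miR-425-3p, miR-6529 and miR-744 were lower on Day 0 and the rest higher. Without heifer 20 there were 3 past adjustment, and without heifer 16, 18, 22, 25, 34 or 35 there were 0. For an effect of day in any form, 23 of 181 had an unadjusted p under 0.05, where 9.05 would be expected of independent miRNAs, but 7 of 100 arrangements of days within heifers, the real one included, gave as many, so chance could not be excluded. Adjusted, 0 passed with edgeR (smallest adjusted p 0.162) or with limma on log2(RPMM + 1), against 8 with DESeq2 and 14 with limma-voom with sample weights. Leaving out heifer 21 gave 39 and 14, and leaving out heifer 22 or 25 gave 13 or 8 at an unadjusted p under 0.05. From its own repeated-measures test, in which the differences were small and none was significant after adjustment, the paper concludes that no high-confidence candidate biomarker of oestrus was identified at this stage.

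**Figure D2:**
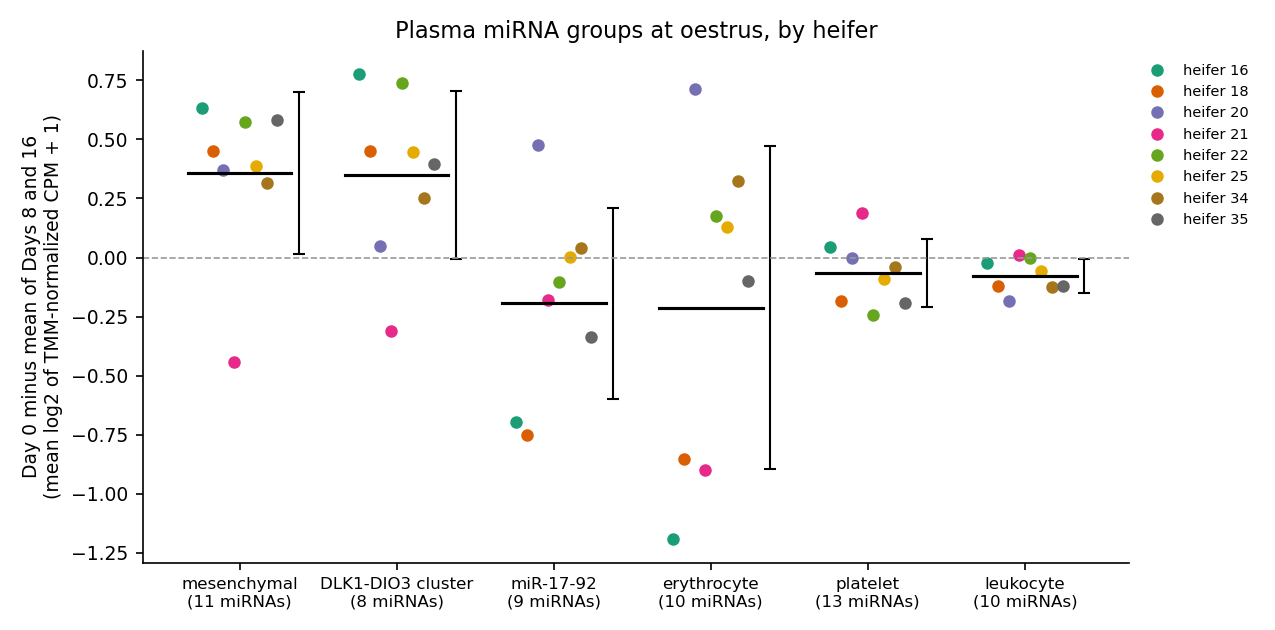
Difference of Day 0 from the mean of Days 8 and 16, in mean log2(TMM-normalized CPM + 1) over the miRNAs of each group, with 1 point per heifer, a line at the mean and a bar of 1 SD to either side (n = 8). The mesenchymal and DLK1-DIO3 groups have means of 0.36 ± 0.34 and 0.35 ± 0.36 and lie above 0 in 7 of 8 heifers, with heifer 21 below 0 in both (exact sign-change permutation p = 0.0391 for each, adjusted over 11 groups p = 0.107).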

**Table 2:** Top miRNAs which were up- or down-regulated between different Days of the oestrous cycle using small RNA sequencing.

miRNA	D8/D0	D16/D0	D16/D8	P-value	FDR
**bta-miR-199a-5p**	0.72	0.62	0.99	0.024	0.405
**bta-miR-381**	0.71	0.66	1.06	0.008	0.238
bta-miR-125b	0.98	0.68	0.74	0.025	0.405
bta-miR-154c	0.71	0.71	1.07	0.003	0.172
bta-miR-100	0.88	0.72	0.91	0.046	0.405
bta-miR-214	0.78	0.74	1.01	0.002	0.172
bta-miR-199c	0.76	0.74	1.06	0.004	0.172
bta-miR-532	0.81	0.74	0.93	0.005	0.172
bta-miR-2285t	0.86	0.75	0.94	0.040	0.405
bta-miR-99b	0.90	0.75	0.90	0.045	0.405
bta-miR-380-3p	0.76	0.80	1.11	0.025	0.405
bta-miR-222	1.24	0.90	0.76	0.040	0.405
bta-miR-369-3p	0.77	0.79	1.11	0.028	0.405
bta-miR-10b	0.77	0.90	1.19	0.031	0.405
bta-miR-3431	0.79	0.77	1.06	0.035	0.405
bta-miR-224	0.84	0.78	0.97	0.003	0.172
bta-miR-23a	0.87	0.78	0.92	0.010	0.254
bta-miR-23b-3p	0.86	0.79	0.93	0.036	0.405
bta-miR-205	0.81	0.79	1.04	0.045	0.405
bta-miR-155	1.32	0.96	0.76	0.034	0.405

MiRNAs are sorted using the maximum fold-change across all three comparisons. MiRNAs with FC > 1.5 are in bold.

**Fig 2:**
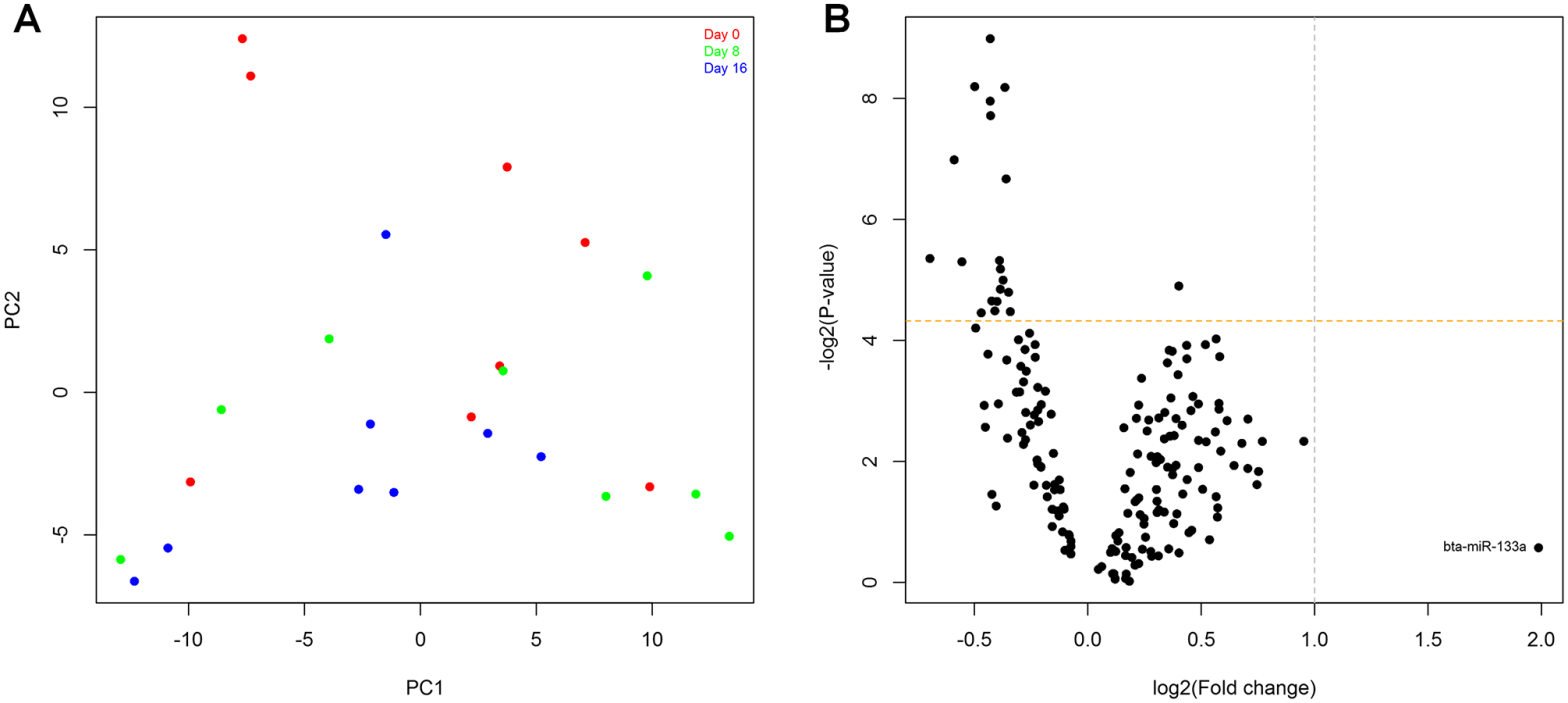
Differential expression analysis of small-RNA sequencing data from Days 0, 8 and 16 of the bovine oestrous cycle (n = 8 heifers). (A) PCA plot. (B) Volcano plot showing the largest fold-change between any 2 of the 3 days analysed for each miRNA. The grey dotted line indicates the 2-fold change threshold and the yellow horizontal line indicates P = 0.05. The plotted data have been log2 transformed.

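From Day 0 to Day 8, miR-381 fell by 0.66 (SE 0.17) and miR-154c fell by 0.63 (SE 0.16) on the log2 scale, each with an adjusted p of 0.0768 from edgeR. All 8 tested DLK1-DIO3 miRNAs were lower on Day 8, with 2 past the adjusted test and 7 when adjusted over the list alone, among them miR-380-3p at −0.57 and miR-411a at −0.49. The list was lower by camera (adjusted p = 2.81e-07, and adjusted p = 0.0655 with an estimated correlation). All 11 mesenchymal miRNAs were lower too, none past the adjusted test and 4 when adjusted over the list alone, such as miR-199c at −0.51 (SE 0.15) and miR-10b at −0.45 (SE 0.14), and this list also passed both ways (adjusted p = 3.18e-06, and 0.0655 with an estimated correlation). Across the 181 miRNAs, 6 were higher and 20 lower on Day 8 at an unadjusted p under 0.05 (1 and 15 when scaled by total counts), and 2 passed adjustment (11 with DESeq2, 26 with limma-voom with sample weights). With total counts, limma on either log or the repeated-measures test on log2(RPMM + 1) 0 passed, and without a limit on low counts 1 passed that was neither of these 2. Leaving out heifer 21 gave 47 and 33, leaving out heifer 18 gave 29 and 2, neither of them miR-381 or miR-154c, and leaving out heifer 16, 22, 25, 34 or 35 left none past adjustment.
From Day 0 to Day 16 the erythrocyte miRNAs were on balance higher, 9 of 10 of them (6 of 10 when scaled by total counts), with miR-144 at 0.48 and miR-16b at 0.46, but none passed the adjusted test or passed when adjusted over the list alone (camera adjusted p = 0.00345, adjusted p = 0.399 with an estimated correlation). In the same comparison 10 of 11 mesenchymal miRNAs were lower, none past the adjusted test and 6 when adjusted over the list alone (camera adjusted p = 3.40e-04, adjusted p = 0.176 with an estimated correlation). With edgeR 0 miRNAs passed adjustment (3 with DESeq2, 19 with limma-voom), and 10 were higher and 16 lower at an unadjusted p under 0.05. Scaling by total counts gave 1 and 33, with the median over all miRNAs shifted by −0.19, and scaling by total counts without miR-486 gave 4 and 16. The number at an unadjusted p under 0.05 was 12, 16, 10 and 17 without heifer 18, 22, 25 or 35, and 3 passed adjustment without heifer 21.
Days 8 and 16 had the fewest miRNAs at an unadjusted p under 0.05. miR-146b, a leukocyte miRNA, had a log2 fold change of 0.54 (SE 0.21) and miR-155, another, of −0.36 (SE 0.16), and they were 2 of the 7 with an unadjusted p under 0.05, 5 higher and 2 lower on Day 16 (5 and 1 with RLE size factors, 1 and 9 with total counts, which shifted the median by −0.17). None passed adjustment with edgeR (smallest adjusted p 0.807), DESeq2 or limma-voom, which had 11 and 20 at an unadjusted p under 0.05. Leaving out heifer 16 gave 19, heifer 22 gave 3 and heifer 25 gave 2. As lists, all 10 erythrocyte miRNAs were higher on Day 16 (8 with total counts; median 0.29, camera adjusted p = 2.83e-04, adjusted p = 0.379 with an estimated correlation) and so were all 8 DLK1-DIO3 miRNAs (5 with total counts; median 0.20, camera adjusted p = 0.00373, adjusted p = 0.379 with an estimated correlation), none with an unadjusted p under 0.05 with edgeR. In these lists DESeq2 had 2 and 0 and limma-voom 5 and 1.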

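Over all 181 miRNAs the larger fold between any 2 days had a median of 1.20. It was at least 1.5 for 8 of them: miR-381, miR-154c and miR-199a-5p, the erythrocyte miRNAs miR-451 and miR-486, the smooth muscle miRNA miR-145, the striated muscle miRNA miR-133a, and miR-30c. Of the 23 with an unadjusted p under 0.05 for the day effect, 3 reached 1.5, and the largest was 1.63.
Only miR-133a exceeded 2-fold. Its fitted level was 2.58-fold higher on Day 0 than on Day 8 (log2 −1.37 for Day 8, SE 0.91, adjusted p = 0.434, lower in 6 of 8 heifers) and 3.11-fold higher than on Day 16 (log2 −1.64, SE 0.82, adjusted p = 0.351, lower in 7 of 8 heifers), folds larger than those of its means, at 574 ± 749, 503 ± 997 and 241 ± 389 RPMM on Days 0, 8 and 16 (SD, n = 8 on each day), so that its spread between heifers exceeded its mean on each day. Its log2 difference of Day 0 from Days 8 and 16 was 1.50 (SE 0.72, adjusted p = 0.274 from edgeR), 0.98 without heifer 22 and 0.62 with no term for the heifer. On the paper's array it was higher on both days than on Day 0, by 1.29 on Day 8 and 0.19 on Day 16 on the log2 scale. As 1 miRNA it is the whole of the striated muscle list among those tested, so the list had no test of its own.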

We also used our sequencing data to identify isomiRs in plasma samples using sRNAbench. We identified 655 different isomiRs for a total of 134 ‘canonical’ (miRBase) miRNAs. The majority of the isomiRs (507) involved modifications on the 3’ end of the ‘canonical’ miRNA, while others had modifications on the 5’ end (22 isomiRs) or the middle (13 isomiRs) of the ‘canonical’ miRNA. 

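The miRNAs with isomiRs include the main miRNAs of this plasma: 111 of the 118 for which the paper's S3 File lists an isomiR are in the deposited table, and they hold 94.1% of its counts. By RPMM as listed in that file, sequences altered at the 3′ end took 63.3% of the total over the 746 listed sequences and canonical sequences took 26.0%. Multiple modifications took 6.88%, multiple length variants 2.07%, changes at the 5′ end 1.39% and changes in the middle 0.369%. For the median miRNA the listed sequences added up to 90.03% of its deposited RPMM, from 37.9% to 286%, so both sets of values are not on exactly the same base.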

Ninety-three of the identified isomiRs contained multiple modifications (e.g. 5’ end addition and 3’ end addition). Finally, 20 isomiRs were multiple length variants involving a shift along the pre-miRNA sequence. A list of all the identified isomiRs is provided in S3 File. Interestingly, the canonical sequence was the most abundant in plasma for only 51 miRNAs (38.1%). For the remaining miRNAs, the most abundant sequence(s) corresponded to one or more of the identified isomiRs. For some miRNAs, the canonical sequence was expressed at much lower levels than the most abundant isomiR, this difference being ≥ 25-fold for a total of 21 miRNAs and up to 1044-fold for miR-192 (S3 File). This indicates that many bovine miRNA sequences listed on miRBase do not actually correspond to the most abundant isoform in plasma, and possibly also other tissues, something which will need to be considered in future studies. 

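In the deposited table miR-192, made in liver and gut epithelium, stood at 36986 ± 11670 RPMM (SD, n = 24), the third highest of all miRNAs. In the paper's S3 File its most abundant isomiR, shorter at the 3′ end, is listed at 1044 times its canonical sequence. miR-375, of pancreatic islet and gut endocrine cells, is listed there at 302-fold and had 2197 ± 725 RPMM (SD, n = 24) in the deposited table. miR-141, of the epithelial miR-200 family, is listed at 270-fold and had 1184 ± 453 RPMM (SD, n = 24). The erythrocyte miRNA miR-144 (156-fold) and the mesenchymal miRNAs miR-10b, miR-199a-5p and miR-100 (56.9-fold, 52.1-fold and 50.5-fold) also have listed ratios above 25. Together, the 21 such miRNAs that the deposited table holds took 13.7% of its counts.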

Because of the low abundance of most isomiRs, we did not use these data for differential expression analyses.

### PCR array profiling of miRNAs in bovine plasma during the oestrous cycle

To complement our sequencing analyses, we used a commercial Custom PCR array platform to profile the expression of 308 bovine miRNA in the same plasma samples. It is usually not feasible to screen a large number of individual samples using PCR arrays, therefore we analysed 3 plasma sample pools (3–4 samples / pool) from each of Days 0, 8 and 16 of the oestrous cycle.

A total of 211 miRNAs were detected at C_q_ < 35 across all samples (Fig 3A). The miRNAs which were most abundant in plasma (Fig 3B) in our experiment are reportedly expressed at high levels in blood cells, including erythrocytes (miR-451, miR-16b), leukocytes (miR-150, miR-27a, miR-23a) and thrombocytes (miR-223, miR-20a, miR-24) and are putatively released into the plasma through apoptosis, lysis or active shedding [41, 42, 14]. Out of the 20 most abundant miRNAs in each of the sequencing and PCR array datasets, only six (miR-451, miR-486, miR-22-3p, miR-92a, miR-191 and miR-140) were common to both datasets (20% overlap). 

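In the deposited RPMM, averaged over the 24 libraries, miR-486 ranked 1, miR-22-3p 2, miR-191 4, miR-92a 6, miR-451 12 and miR-140 14, and these 6 were the ones among the 20 most abundant of both platforms, 30% of 20. By the paper's Cq values they ranked 9, 12, 18, 13, 1 and 19 on the array. The platforms placed some blood-cell and tissue miRNAs far apart: miR-10b ranked 7 by sequencing and 161 on the array, the platelet and myeloid miRNA miR-223 ranked 56 and 2, and the lymphocyte miRNA miR-150 ranked 25 and 3. Across the 135 miRNAs measured by both, Spearman's rho between mean log2 RPMM and 40 minus the paper's mean Cq was 0.505; this is a correlation across miRNAs, which are not independent replicates. The same 6 were shared when ranks were taken from the median or from raw counts.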

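miR-21-5p, a miRNA of many cell types that platelets carry in quantity, ranked 15 by mean RPMM among all miRNAs sequenced, at 11065 ± 3461 RPMM (SD, n = 24). Its levels were 11022 ± 3411 RPMM on Day 0, 12563 ± 4141 on Day 8 and 9609 ± 2365 on Day 16 (SD, n = 8 on each day). The log2 difference of Day 0 from Days 8 and 16 was −0.05 (SE 0.11, adjusted p = 0.812 from edgeR).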

A very abundant miRNA in the sequencing dataset (miR-21-5p) could not be compared as it was not included in the PCR array. However, considering the 150 most abundant miRNAs, 104 (70%) were detected by both platforms; out of the 46 miRNAs which were present only in the sequencing dataset, 35 were not represented on the PCR array, explaining a large part of the apparent lack of overlap in detected miRNAs between the two platforms. 

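Ranked by mean RPMM, 105 of the 150 most abundant sequenced miRNAs were also among the 150 most abundant on the array by the paper's Cq values (106 when ranked by mean raw count). Of the other 45, 35 were not on the array by name. With detection taken as a mean Cq under 35, 114 of the 150 were detected on the array and 1 was assayed there at a higher Cq.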

Further explanation for differences in the most abundant miRNAs is provided in the form of platform-specific biases involving, for example, sequencing adaptor ligation bias and differences in primer efficiency, which determine the relative abundance for a given miRNA [43, 44].

**Fig 3:**
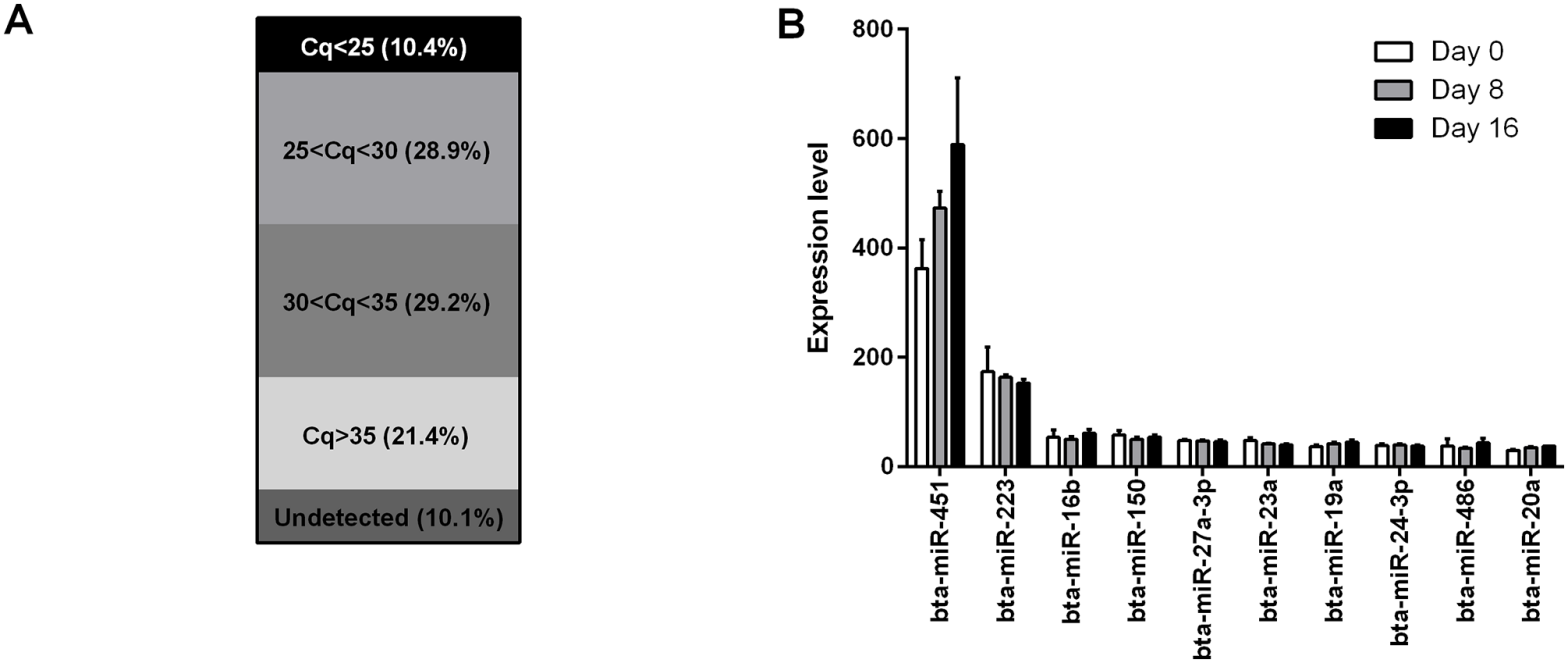
Results of PCR array analyses of bovine plasma miRNAs. (A) Distribution of C_q_ values. The percentage shown is the number of miRNAs in each category divided by the total number of miRNAs assayed. (B) The expression level (mean ± SEM of 2^^(40-Cq)^) of the top 10 miRNAs during each of Days 0, 8 and 16 of the oestrous cycle (n = 8 heifers).

Principal component analysis did not reveal clear separation of the sample pools according to Day of the oestrous cycle (Fig 4A), although sample pools for Day 0 were much more spread than those for Days 8 and 16. After examining the major components in our PCA analysis we could not identify an obvious miRNA or biologically meaningful miRNA group which accounted for the variation within Day 0, although the low number of biological replicates used in the PCR array analyses may have been a contributing factor. A total of 169 miRNAs which had C_q_ < 35 in more than 67% of samples within each experimental group were used for statistical analyses (S2 File). Differences in expression across the oestrous cycle (fold-change ≤ 2.1) were identified for 10 miRNAs, although they did not reach significance after multiple testing adjustment (FDR > 0.1, Fig 4B, Table 3). Five of these miRNAs changed by more than 1.5-fold between Days (Fig 4B, Table 3) and only miR-224 was common to both PCR array and sequencing datasets (Tables 2 and 3).

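miR-224, a miRNA of ovarian granulosa cells, was at 72.5 ± 14.2 RPMM on Day 0, 59.2 ± 13.2 on Day 8 and 55.8 ± 10.3 on Day 16 in the sequenced libraries (SD, n = 8 on each day). Its log2 fold change was −0.34 (SE 0.13) from Day 0 to Day 8 and −0.24 (SE 0.13) from Day 0 to Day 16, with an adjusted p of 0.383 for the effect of day from edgeR. The paper's array values for the same steps are −0.41 and −0.66 on the log2 scale. Heifer 21 ran the other way, and without it the log2 difference of Day 0 from the other days was 0.40 with an adjusted p of 0.028, against 0.29 (adjusted p = 0.192) with all 8. Since this heifer stands out by its direction, the larger difference without it is not separate support. Of the 10 miRNAs with a P-value under 0.05 in the paper's array table, 8 were tested by sequencing, and miR-224 was the 1 with an unadjusted p under 0.05 for the effect of day. The closest of the others were the chondrocyte miRNA miR-140 (adjusted p = 0.430) and miR-106b, of the miR-17-92 family (adjusted p = 0.468).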

**Table 3:** Top miRNAs which were up- or down-regulated between different Days of the oestrous cycle using PCR arrays.

miRNA	D8/D0	D16/D0	D16/D8	P-value	FDR
**bta-miR-224**	0.75	0.63	0.86	0.031	0.666
**bta-miR-185**	1.30	1.51	1.18	0.027	0.666
**bta-miR-140**	1.57	1.36	0.87	0.028	0.666
**bta-miR-455-5p**	1.67	1.61	0.99	0.049	0.787
**bta-miR-382**	0.48	1.00	2.13	0.013	0.556
bta-let-7f	0.71	0.87	1.26	0.012	0.556
bta-miR-20a	1.19	1.27	1.07	0.039	0.732
bta-miR-423-3p	1.38	1.23	0.89	0.032	0.666
bta-miR-106b	1.33	1.39	1.05	0.002	0.311
bta-miR-378	1.46	1.22	0.83	0.013	0.556

MiRNAs are sorted using the maximum fold-change across all three comparisons and miRNAs with FC > 1.5 are shown in bold.

**Fig 4:**
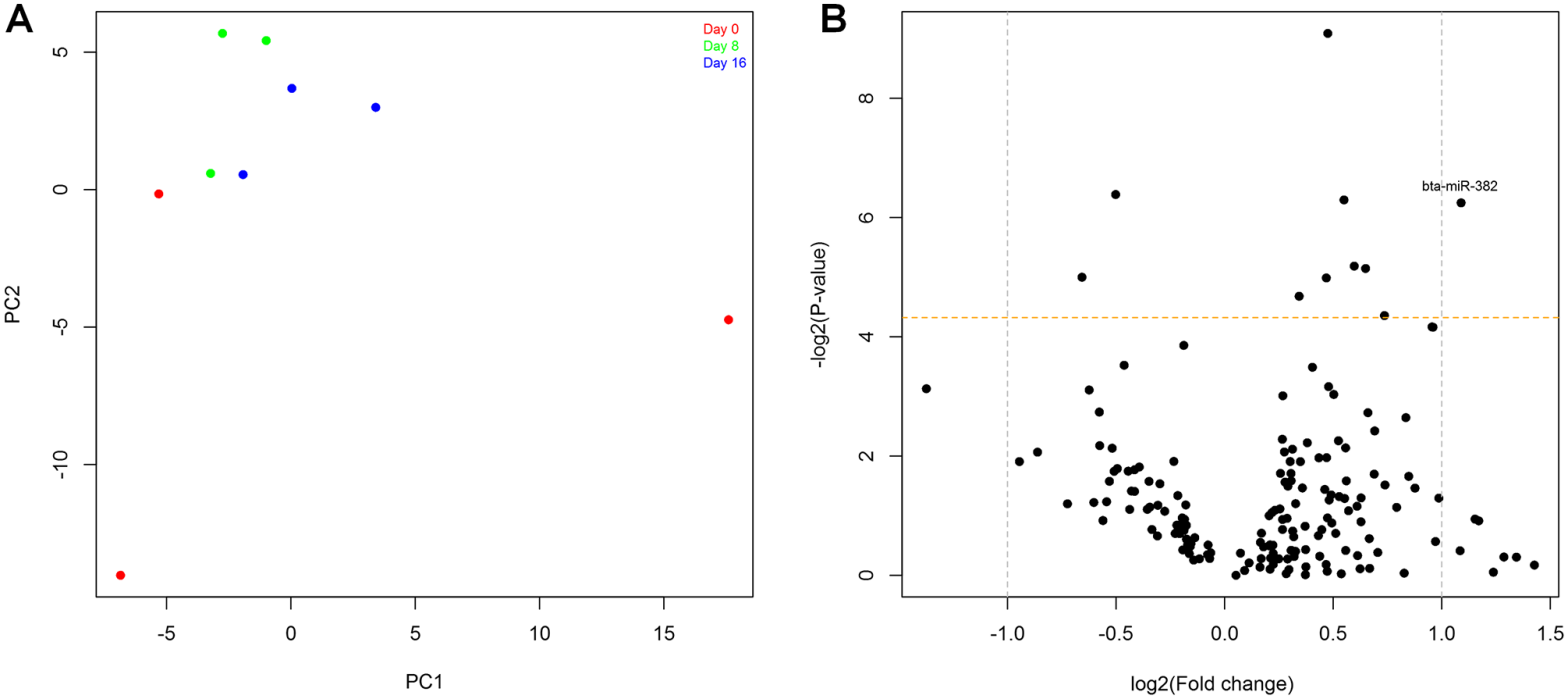
Differential expression analysis of PCR array data from Days 0, 8 and 16 of the bovine oestrous cycle (n = 8 heifers). (A) PCA plot. (B) Volcano plot showing the largest fold-change between any 2 of the 3 days analysed for each miRNA. The grey dotted lines indicate the 2-fold change threshold and the yellow lines indicate P = 0.05. The plotted data have been log2 transformed.

### RT-qPCR validation of plasma miRNA profiles

Despite the lack of significant differences in miRNA levels after FDR adjustment in either of the sequencing and PCR array datasets, we decided to further analyse some of the differences identified with P < 0.05. For this, we performed RT-qPCR on individual plasma samples, which is considered the ‘gold standard’ for validation of high-throughput analyses results due to its relative high accuracy, the ability to factor-in the amplification efficiency for each miRNA and the absence of severe biases which can typically alter miRNA abundance data obtained from sequencing analyses [43, 45].

Using RT-qPCR we also profiled additional miRNAs which expression in body tissues changes during reproductive cycles according to previous reports [20, 21, 46–50]. This was adopted as a complementary approach to identify biologically relevant miRNAs which may have been missed by our high-throughput analyses.

We selected 8 miRNA candidates identified by sequencing (miR-125b, miR-155, miR-199a-5p, miR-381, miR-99b; Table 2) or PCR array (let-7f, miR-378, miR-455-5p; Table 3) for RT-qPCR analysis. 

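The 5 sequencing candidates differed in shape. miR-199a-5p (mesenchymal) was at 218 ± 111, 132 ± 39.5 and 117 ± 25.5 RPMM on Days 0, 8 and 16, and miR-381 (DLK1-DIO3 cluster) at 109 ± 34.3, 70.2 ± 19.8 and 68.3 ± 16.8 (SD, n = 8 on each day). miR-125b, found in many mesenchymal tissues and reported by the paper as higher in follicles than in corpora lutea, was at 261 ± 126, 218 ± 28.0 and 163 ± 60.4 RPMM, and miR-99b at 785 ± 182, 663 ± 145 and 570 ± 97.2 (SD, n = 8 on each day). miR-155, made by activated leukocytes, was highest on Day 8, at 177 ± 83.7, 238 ± 135 and 148 ± 53.4 RPMM (SD, n = 8 on each day).
None of the 5 passed adjustment for the effect of day with edgeR, and 2 of them, miR-199a-5p and miR-381, had an unadjusted p under 0.05; these 2 passed with DESeq2 (adjusted p = 0.0276 and 0.0137). With edgeR the adjusted p was 0.430 for miR-125b and miR-155 and 0.442 for miR-99b. The log2 fold change of miR-125b was −0.19 (SE 0.20) from Day 0 to Day 8 and −0.51 (SE 0.20) to Day 16, that of miR-99b −0.28 (SE 0.15) and −0.33 (SE 0.15), and that of miR-155 0.34 (SE 0.16) and −0.02 (SE 0.16). Without heifer 21, miR-125b and miR-99b passed for Day 0 against Days 8 and 16, with log2 differences of 0.53 (adjusted p = 0.0319) and 0.42 (adjusted p = 0.0592). Heifer 21 itself was at −0.92 for miR-125b and −0.32 for miR-99b in this comparison. Leaving out a heifer that runs the other way has to raise the difference, so these values are not separate support for a rise.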

Unfortunately, the plasma levels of miR-199a-5p, miR-381 and miR-99b were too low for accurate profiling by RT-qPCR (C_q_ > 35). Out of the remaining 5 miRNAs, miR-155, miR-378 and miR-455-5p did not change (P > 0.1) during the oestrous cycle when analysed by RT-qPCR. In contrast, let-7f levels decreased 2.2-fold (P < 0.05) on Day 8 compared to oestrus (Day 0) followed by a non-significant increase in mean levels on Day 16, in agreement with high-throughput data (Fig 5A). In addition, for miR-125b, although an overall effect of Day of oestrous cycle was not found, expression levels tended to be higher (P = 0.08) during oestrus (Day 0 vs Days 8 and 16 combined). Consistent with these findings, comparison of miRNA and progesterone levels during Days 0, 8 and 16 within animals (S4 File) revealed a negative correlation between let-7f and progesterone during the oestrus cycle (ρ = -0.523, P = 0.009).

**Fig 5:**
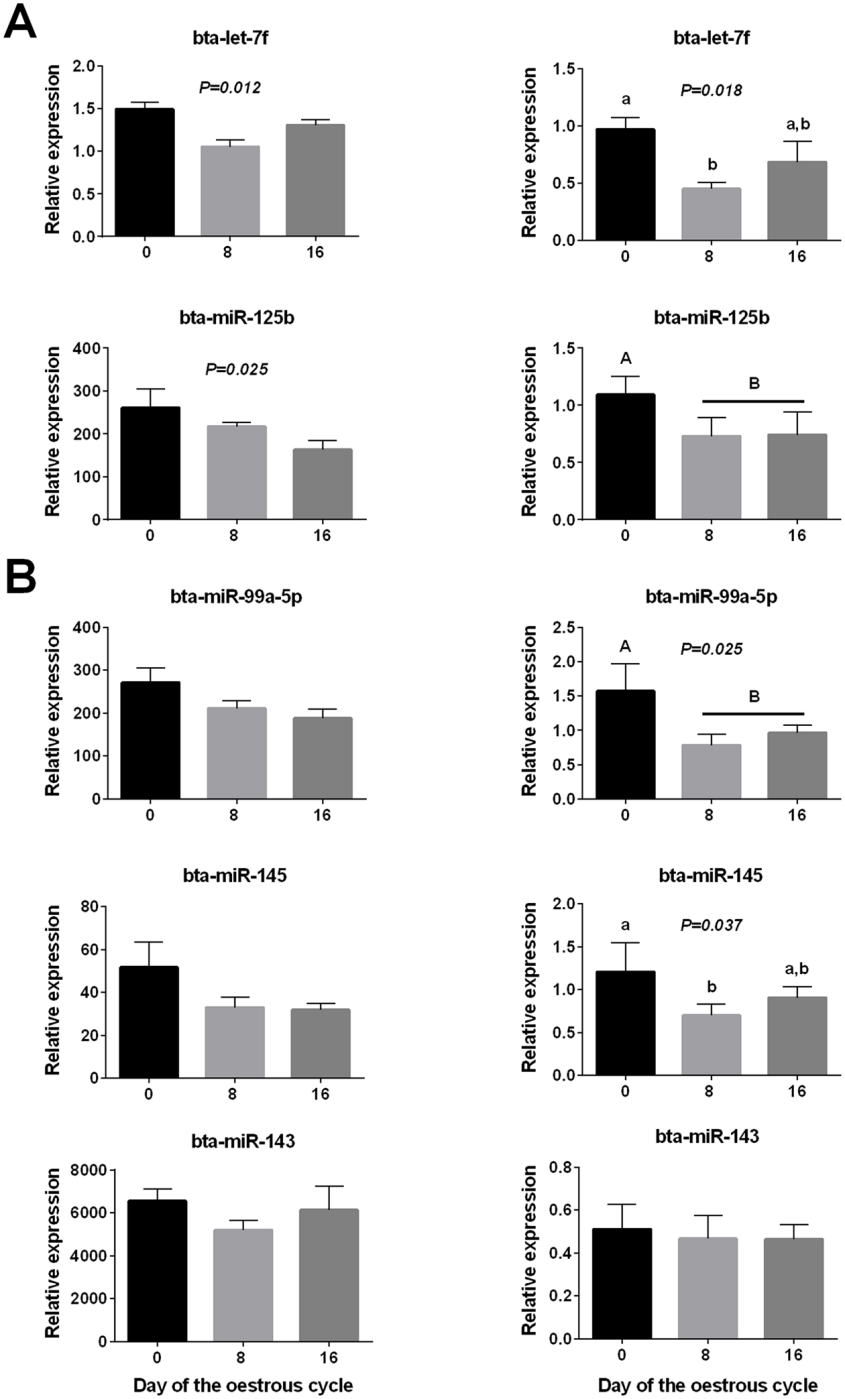
Results of RT-qPCR analyses of plasma miRNAs during the oestrous cycle (n = 8 heifers). (A) RT-qPCR validation (right column) of candidate plasma miRNAs that had been identified as differentially expressed by high-throughput analyses (small RNA sequencing or PCR array; shown in left column). (B) Expression profiles obtained by RT-qPCR (right column) of miRNAs previously reported to be differentially expressed in the ovary or endometrium during the oestrous cycle. Profiles for the same miRNAs obtained by small RNA sequencing are shown in the left column. In both (A) and (B) P-values from repeated-measures ANOVA are shown. Mean differences are indicated by different letters; a, b for P < 0.05 (Dunnett’s tests) and A, B for P < 0.1 (t-test).

Thus, overall, 2 out of 5 miRNAs identified by either sequencing or PCR array were validated successfully by RT-qPCR. A recent study involving all major vendors of miRNA profiling technologies [45] assessed different quantitative miRNA gene expression platforms (hybridization, sequencing and RT-qPCR) and found concordance in differentially expressed miRNAs to be surprisingly low between quantification platforms (54.6% on average). Based on this, the qPCR validation rates observed in our study were not lower than expected, especially when considering 1) the difficulty of profiling miRNAs in plasma and 2) the magnitude of the differences we attempted to validate.

Following this, we profiled additional miRNAs which we and others previously found to be differentially expressed in ovarian [21, 19, 46, 51] or endometrial [48–50] tissues across different stages of the reproductive cycle, but did not come up as significantly different between Days of the oestrus cycle in our high-throughput analyses. We selected 8 miRNAs that were reported to be upregulated (miR-145, miR-143, miR-99a-5p) or downregulated (miR-155 and miR-142-3p, miR-132, miR-378) in follicular relative to luteal tissues of ruminants [19, 21] or differentially expressed in endometrium during the human menstrual cycle (miR-31) [48–50]. These analyses revealed significant changes in the plasma levels of both miR-99a-5p and miR-145 during Days 8 and 16 (Fig 5B) of the oestrous cycle compared to Day 0, in agreement with differences reported between ovarian follicular and luteal tissues during oestrous cycles [21]. Accordingly, the circulating levels of these miRNAs were negatively correlated with plasma progesterone levels (ρ = -0.407; P = 0.049 and ρ = -0.404; P = 0.05 for miR-99a-5p and miR-145, respectively; S4 File), similar to let-7f above. Higher mean levels of those two miRNAs during oestrus (Day 0) were also apparent from high throughput data, but they were not significant (Fig 5B, left column). These results underline the advantages of combining different analytical approaches for identification of changes in circulating miRNA levels, particularly when such changes are expected to be modest.

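Sequencing placed miR-99a-5p at 271 ± 98.9 RPMM on Day 0, 211 ± 52.7 on Day 8 and 187.7 ± 61.4 on Day 16, and miR-145, a marker of smooth muscle cells, at 51.7 ± 33.1, 32.9 ± 13.9 and 31.8 ± 8.73 (SD, n = 8 on each day). The log2 difference of Day 0 from Days 8 and 16 was 0.37 (SE 0.16) for miR-99a-5p and 0.53 (SE 0.25) for miR-145, each above 0 in 7 of 8 heifers, with adjusted p-values of 0.251 and 0.274 from edgeR. Without heifer 21 the difference in miR-99a-5p was 0.52 (adjusted p = 0.0423), and without heifer 16 that in miR-145 was 0.24. Heifer 21 itself was at −0.55 for miR-99a-5p, so leaving it out had to raise the difference and is not separate support.
All 5 miRNAs that the paper gives as higher in follicles than in corpora lutea were above 0 in this comparison (4 of 5 with limma-voom with sample weights), with none past the adjusted test with edgeR, DESeq2 or limma-voom, 2 at an unadjusted p under 0.05 (2 with DESeq2, 3 with limma-voom) and 3 when adjusted over the list alone (miR-99a-5p, miR-145 and miR-125b). miR-143, transcribed with miR-145, had a log2 difference of 0.39 (SE 0.25, adjusted p = 0.422), and let-7f had 0.09 (SE 0.29, adjusted p = 0.855). The list was higher on Day 0 by camera (adjusted p = 0.0382, adjusted p = 0.139 with an estimated correlation) and by fry (adjusted p = 0.0334). From Day 0 to Day 8 alone 4 of the 5 were lower, none with an unadjusted p under 0.05 with edgeR or DESeq2 (1 with limma-voom), and the list was not called (camera adjusted p = 0.248), while let-7f lay the other way at 0.15 (SE 0.34, adjusted p = 0.867, higher in 4 of 8 heifers). From Day 0 to Day 16 all 5 were lower, let-7f at −0.32 (SE 0.32), with 2 at an unadjusted p under 0.05 with edgeR. None passed adjustment there, nor adjusted over the list alone (camera adjusted p = 0.0110, adjusted p = 0.176 with an estimated correlation). For Day 0 against Days 8 and 16, camera's call ended without heifer 16 (adjusted p = 0.285) and with a covariate for miR-486 and miR-451 (adjusted p = 0.118, median 0.36 where it had been 0.37). The paper took miR-145, miR-143 and miR-99a-5p from ovarian studies and miR-125b and let-7f from its own plasma sequencing and array, so those 2 were in part picked by their direction, and all but let-7f also belong to the mesenchymal list.

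**Figure D3:**
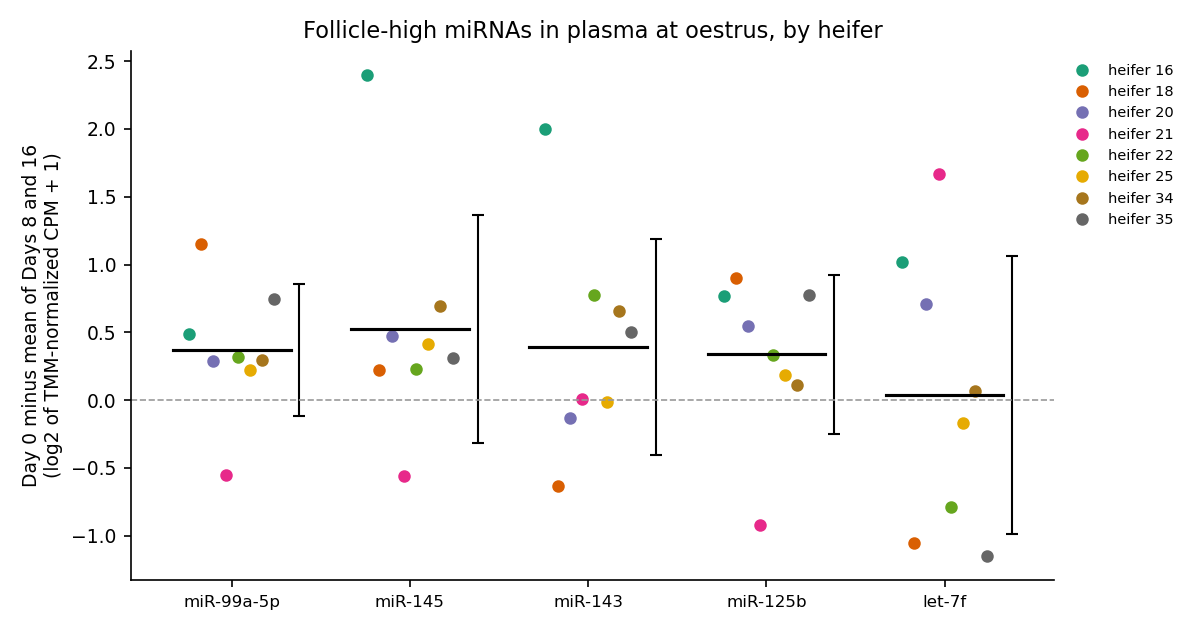
Difference of Day 0 from the mean of Days 8 and 16 in log2(TMM-normalized CPM + 1) for miR-99a-5p, miR-145, miR-143, miR-125b and let-7f, with 1 point per heifer, a line at the mean and a bar of 1 SD to either side (n = 8). Heifer 16 reaches 2.40 for miR-145, where the other heifers lie between −0.56 and 0.70.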

Two previous studies analysed circulating miRNA profiles during human menstrual cycles; one reported no changes [52] and the other reported an increase in miR-31 levels during the secretory phase of the cycle [48]. Differences in reproductive physiology between species and in the analytical platforms that were used could very well account for the variable results between studies, especially if changes in miRNA levels in circulation across reproductive cycles are small. Another study recently reported differences in plasma miRNA levels (including miR-26b-4p, miR-125b and miR-99a-3p) between naturally cycling heifers and heifers treated with FSH to induce ovarian hyper-stimulation, but did not report differences in plasma miRNA expression during natural oestrous cycles [53].

The origin and function of the miRNAs identified as increasing in plasma during oestrus is not known. A reasonable assumption is that they may result, at least partially, from changes in miRNA expression in the ovary, particularly given that mature follicles and especially corpora lutea (CL) are highly vascularised structures that may contribute significantly to miRNA populations in the systemic circulation. In support of this, all 4 miRNAs that were expressed at higher levels on Day 0 than Day 8 of the oestrus cycle (let-7f, miR-125b, miR-99a-5p and miR-145) are also known to be expressed at higher levels in pre-ovulatory follicles than in corpora lutea of ruminant ovaries, consistent with their role in the follicle-to-luteal transition [21]. On the other hand, although some of the miRNAs analysed in this study are known to increase in expression in the ovary during the luteal phase (e.g. miR-132; [46, 54, 20]), they were not higher in plasma on Days 8 or 16 relative to Day 0 of the oestrus cycle. Moreover, the 4 miRNAs identified in our study to be differentially expressed during the oestrous cycle (let-7f, miR-125b, miR-99a-5p and miR-145; Fig 5) are indeed expressed naturally not only in the ovary but also (at lower levels) in many other tissues [55, 56], the relative contribution of which to circulating levels is not known. It is also worth pointing out that we have not been able to accurately quantify in plasma the gonad-specific miRNA, miR-202, despite this miRNA being present at relatively high levels in both follicular cells and follicular fluid [19, 51], a finding that, in the absence of any other evidence, argues against the ready transfer of at least some miRNAs from follicular tissues at levels that can be robustly quantified in circulation.

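miR-132 was sequenced at 28.1 ± 1.70 RPMM on Day 0, 25.2 ± 3.74 on Day 8 and 22.6 ± 5.94 on Day 16 (SD, n = 8 on each day). With 15 of 24 libraries above 25 RPMM it was not among the miRNAs tested, and the exact sign-change permutation p was 0.0703 for Day 8 and 0.0391 for Day 16 against Day 0 (n = 8). The other 3 miRNAs that the paper gives as higher in luteal tissue were tested. From Day 0 to Day 8 the log2 fold change was 0.34 for miR-155, 0.37 for miR-142-3p, a leukocyte miRNA, and 0.04 for miR-378, which regulates metabolism, and to Day 16 it was −0.02, −0.02 and 0.11. None passed the adjusted test, nor adjusted over the list alone, with edgeR in either comparison, and none had an unadjusted p under 0.05 (on Day 8, DESeq2 had 1 at an unadjusted p under 0.05 and none past adjustment, and limma-voom with sample weights had 1 past adjustment). The list had a camera adjusted p of 0.248 on Day 8 and 0.879 on Day 16.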

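In the sequenced libraries, miR-202 had 30 counts in all over the 24 samples, with at most 5 in a library, and 13 libraries had any. It averaged 0.29 RPMM. In the 11 libraries without a count, a true level of up to 3 counts cannot be excluded (counting error only). The endometrial candidate miR-31-5p, counted under its human name, had 12 counts in all, at most 3 in a library, and was seen in 8 libraries.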

Finally, miRNA target analysis identified predicted KEGG pathways simultaneously targeted by two or more of the miRNAs identified in this study (miR-125b, let-7f, miR-99a-5p and miR-145), and those included ECM-receptor interaction, p53 signalling, Hippo signalling, Thyroid hormone and Cell cycle pathways (S5 File). However, the precise origin of these plasma miRNAs will need to be elucidated before meaningful conclusions about their role during the oestrus cycle can be drawn from these data.

In summary, the changes in miRNA levels during the bovine oestrous cycle identified in this study likely reflect changes in expression in tissues other than or in addition to the reproductive tract, a possibility that should be further investigated.

## Conclusions

Using a combination of small RNA sequencing and qPCR we have identified for the first time a subset of miRNAs with changing levels in plasma during the bovine oestrous cycle. Specifically, we identified an increase (up to 2.2-fold) in the levels of let-7f, miR-125b, miR-99a-5p and miR-145 during oestrus. These may reflect changes in miRNA expression in reproductive and/or other body tissues possibly involved in regulating cyclic reproductive activity. In addition, we have characterised and provide a list of miRNA isoforms together with their relative abundance in bovine plasma, which will provide valuable information for future studies. Our results pave the way towards exploring the role of circulating miRNAs as biomarkers of reproductive function in livestock. Future improvements in nucleic acid profiling technology may allow more accurate measurement of low-abundance miRNA levels in circulation and the identification of additional miRNA candidate biomarkers.

## Supporting Information

S1 File Small-RNA sequencing dataset. Read counts and differential expression analysis for bovine and human-homologue miRNAs in bovine plasma. FDR > 0.1 for all statistical results.
(XLSX)

S2 File PCR array dataset. C_q_ values and differential expression analysis results for bovine miRNAs in plasma measured by Qiagen PCR arrays. FDR > 0.1 for all statistical results.
(XLSX)

S3 File IsomiR dataset. A list of isomiRs in bovine plasma identified using sequencing.
(XLSX)

S4 File Plasma progesterone levels. Plasma progesterone levels on Days 0, 8 and 16 of the oestrous cycle, determined using a Coat-a-Count radio-immuno-assay.
(TIF)

S5 File Target and pathway analysis data. KEGG pathways enriched among experimentally validated targets of let-7f, miR-125b, miR-99a-5p and miR-145 using miRPath 3.0 and TarBase 7.0.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

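Small RNA was sequenced from the plasma of 8 Holstein-Friesian heifers, each sampled at oestrus (Day 0) and on Days 8 and 16 of the cycle, which gave 24 libraries, 8 for each day. The heifer and day of each library are those of the sample records, and the 3 libraries of a heifer were treated as repeated measures of 1 animal, as in the paper. As a check of that pairing, residual profiles (each library less the mean of its day) had a median correlation of 0.339 between libraries of the same heifer and −0.0439 between different heifers, and for 11 of 24 libraries the best match on another day was the same heifer.

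According to their processing notes, the authors removed reads without an adaptor or with an unread base, assigned reads to mature bovine and human miRNAs with sRNAbench and Bowtie 0.12.9, allowing 1 mismatch, and deposited the merged raw read count of each miRNA in each library. The authors also deposited RPM values in the same table, which they call RPMM, computed as the count scaled to the reads of the library that mapped to the genome. The table holds 870 miRNAs, and 0 of its columns for single samples were left unused. Counts were used for tests between days, and RPMM for levels, for the limit on low values and for the variance between days. The depth of each day is given beside the description of the libraries. Array and isomiR values were read from the supplementary files of the paper and are the paper's; they were only set beside the sequencing values. No reads were mapped again, and miRNAs that differ by 1 base may share reads.

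MiRNAs above 25 RPMM in at least 6 of the 8 libraries of each day (75%) were tested, 181 in all. Counts were scaled by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with day and heifer as terms. Tested were the effect of day, each pair of days, and Day 0 against the mean of Days 8 and 16, with Benjamini-Hochberg adjustment and thresholds of 0.1 for the adjusted and 0.05 for the unadjusted p, as in the paper. edgeR gives no SE for a log2 fold change. The SE printed beside one is its absolute value divided by the square root of the test's F value, so it adds nothing to the p-value. Other values used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures matplotlib 3.10.9. Abundant miRNAs, the numbers detected and the haemolysis ratio were compared by all 256 sign changes within the 8 heifers, and the share of variance between days by 9999 permutations of days within heifers. Lists of miRNAs were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and with fry, where at least 3 members were tested, adjusted over 11 lists.

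The 13 lists were erythrocyte, platelet, leukocyte, liver and gut, striated muscle, mesenchymal, DLK1-DIO3 cluster, let-7, X-linked cluster, miR-17-92, epithelial, and the paper's follicle-high and luteal-high miRNAs. They were written from general knowledge and the paper. MiRNAs are named by a fixed rule: the 20 of Table 2, those the paper measured by RT-qPCR or names for the ovary, miR-133a, the 10 with the highest mean count, the 10 with the smallest p for the effect of day, the 5 with the smallest p for each pair of days, and in each list the 4 with the smallest p for Day 0 against Days 8 and 16. This gave 66 miRNAs, of which 63 were tested. The values of Table 2 and of the supplementary table had been seen when the rule was written. Others that are named for their rank on a platform, their isomiRs or their fold were chosen after their values were seen.

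The procedure was tested on counts simulated from the means, library sizes and spread of these libraries, with known changes on Day 0. At the adjusted threshold, for Day 0 against Days 8 and 16, it found 11 of 22 miRNAs changed 1.25-fold, 18 of 22 changed 1.5-fold, 25 of 25 changed 2-fold and 21 of 21 changed 3-fold, and it called 8 of 91 left unchanged. In the simulation miRNAs were drawn independently, and about as many were changed as were not. In the data miRNAs of a list move together and few pass, so recovery there may be lower. Alternatives were DESeq2 1.42.0, limma on log2(RPMM + 1) and on log2(RPMM + 0.1), a repeated-measures test on log2(RPMM + 1), limma-voom with sample weights, other scalings (RLE, total counts, total counts without miR-486), other limits on low counts (none, filterByExpr, another reading of the paper's), robust fitting, no term for the heifer, a covariate for miR-486 and miR-451, and leaving out each heifer in turn. A covariate from miR-27b isomiRs was planned and not run, because the sample headings of the isomiR file could not be tied to the libraries with certainty. PCR array values are in a supplementary file of the paper and were read but not tested again, and RT-qPCR values have no deposited file and were not re-analysed.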

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

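Of the tests weighed here, those of an exchange of labels in heifer 21 and of miRNA share and depth as sources of the Day 0 rise were chosen after the result was seen, as was the use on that rise of the erythrocyte covariate, itself planned.

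The difference of Day 0 from the mean of Days 8 and 16 was looked at for 1 heifer lying far from the other 7, in 86 groups of 8 values (lists, miRNAs and library measures). There were 10 such values, where chance gives about 1 in 20 groups, or 4.3. Heifer 21 had 5 of them: mesenchymal miRNAs at −0.44 on the log2 scale (the others 0.32 to 0.63), miR-125b at −0.92 (0.11 to 0.90), miR-199c at −0.59 (0.33 to 0.76), miR-224 at −0.38 (0.28 to 0.74) and the platelet miRNA miR-191 at 0.58 (−0.68 to −0.15). Heifer 16 had 3: follicle-high miRNAs at 1.33 (−0.07 to 0.38), the smooth muscle miRNA miR-145 at 2.40 (−0.56 to 0.70) and miR-423-5p at −1.18 (−0.33 to 0.05). The endothelial miRNA miR-126-3p was at −1.13 in heifer 34 (−0.33 to 0.13) and let-7g at −1.17 in heifer 18 (−0.43 to 0.08). Several of these share members, so they are not 10 separate findings.

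Heifer 21 lowers what the other 7 heifers share, since 27 miRNAs passed the adjusted test of Day 0 against Days 8 and 16 without it and 5 with it. It was set apart by its values in this same comparison, so the 27 are not separate support for a difference on Day 0. Erythrocyte RNA in a varying part of the library was argued against as the whole cause: with the share of miR-486 and miR-451 as a covariate, leaving out heifer 21 still raised the number from 6 to 37. An exchange of labels cannot be told apart from a different course of the cycle in this heifer. Its profile correlated best with the mean of the others with Days 0 and 8 exchanged (r = 0.45, as labelled −0.20, with Days 0 and 16 exchanged −0.13), but the labelled order was the best in only 3 of the other 7 heifers, so the order does not identify days well. The paper sets Day 0 by observed oestrus and states that plasma progesterone profiles bore out the stage of the cycle, but the values for each heifer were not among the files at hand, so they could not be set beside this. The labels were kept, and a biological difference of this heifer was not tested.

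The rise of mesenchymal and DLK1-DIO3 miRNAs at oestrus had a median log2 difference of 0.37 over their 19 members (SE of the members' mean 0.04), with 13 at an unadjusted p under 0.05. Members of both lists are in the paper's Table 2, which had been read when the lists were written. The median was 0.36 with the share of miR-486 and miR-451 as a covariate. It was 0.31 (SE 0.03, 7 members at an unadjusted p under 0.05) with the miRNA share of mapped reads, and 0.28 (SE 0.03, 8 members) with depth. Each stayed above 0.19, the limit set for this test, with all 19 members above 0. The SEs are over members, which move together (estimated correlations of 0.27 and 0.46 in the 2 lists) and are not replicates. Over the 8 heifers the list means had SDs of 0.34 and 0.36. How much of the rise goes with these measures was therefore not decided. With depth as a covariate none of the 181 miRNAs passed adjustment with edgeR where 5 had (19 at an unadjusted p under 0.05, where 31 had it). The differences of the 5 went from between 0.37 and 0.70 (SE 0.11 to 0.18) to between 0.32 and 0.54 (SE 0.11 to 0.15), smaller for each of them. For miR-199a-5p, which went from 0.70 to 0.45, and for miR-154c the SE did not grow, so their calls ended with the smaller difference, and for miR-214, miR-381 and miR-532 the SE grew as well. A part of the rise may go with depth. Low counts stay open: the rise and the mean count of the members had a Spearman rho of −0.286 (permutation p = 0.239, bootstrap interval −0.65 to 0.17). A biological difference between days stays open as well and was not tested, since no tissue was measured.

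Days were also rearranged within heifers, in 100 arrangements with the real one included. For Day 0 against Days 8 and 16, 2 arrangements gave as many as 31 miRNAs at an unadjusted p under 0.05 (highest other 46). As many as 5 past adjustment came from 3 arrangements (highest other 14). The 2 miRNAs past adjustment between Days 0 and 8 were matched by 2 arrangements (highest other 20). These results lay under the limit set for this test, 5 of 100. Several results were judged by that limit without correction, so chance is not excluded for them. The limit was reached for the 23 miRNAs with an effect of day (7 arrangements, highest other 50). At an unadjusted p under 0.05 it was reached for the 26 between Days 0 and 8 (6, highest other 37), the 26 between Days 0 and 16 (5, highest other 46) and the 7 between Days 8 and 16 (46, highest other 43). Some arrangements called several times the real number, which points to a structure of the samples other than the day or to miRNAs that move together, and these were not separated.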

How the results depend on the processing

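Of the alternatives, the repeated-measures test on RPMM without a log, the 2 covariates for miRNA share and total count, and the variance between days without heifer 21 were chosen after the data were seen. Over 38 settings, 195 of 296 alternative values of the results that answer a comparison stayed on the same side of the threshold or within 1.5 times the value reported, and 101 did not. Of these results only the haemolysis ratio was judged by direction, and it kept its sign in every setting. For single miRNAs and lists, 2762 of 2959 values stayed, 118 gained a call and 79 lost one. A change of sign with no unadjusted p under 0.05 on either side was counted as staying. Apart from a setting's own change in the number of miRNAs tested, the cause was not tested.

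For the effect of day, 23 miRNAs at an unadjusted p under 0.05 became 46 with limma-voom, 47 without a limit on low counts, 38 with filterByExpr (the last 2 test more miRNAs) and 15 with no term for the heifer. Past adjustment, 0 became 8 with DESeq2, 14 with limma-voom, 3 without a limit and 2 with filterByExpr. Leaving out 1 heifer gave 8 to 39 unadjusted and 0 to 14 adjusted.

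Between Days 0 and 8, 26 became 16 with limma or the repeated-measures test on log2(RPMM + 1), 17 with limma on log2(RPMM + 0.1), 45 with limma-voom or filterByExpr, 16 with total counts, 58 without a limit and 15 with RPMM without a log. The 2 past adjustment became 11 with DESeq2, 26 with limma-voom, 8 with RLE, 1 without a limit, 5 with filterByExpr, 7 with the miR-486 and miR-451 covariate, and 0 with total counts, with limma on either log, and with the repeated-measures test on either scale. Leaving out 1 heifer gave 18 to 47 and 0 to 33.

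Between Days 0 and 16, 26 became 40 with limma-voom, 45 without a limit, 12 with no term for the heifer, 16 with the miR-486 and miR-451 covariate and 17 with RPMM without a log. Past adjustment, 0 became 3 with DESeq2, 4 with the repeated-measures test on log2(RPMM + 1), 19 with limma-voom, 3 without a limit, 1 with filterByExpr and 2 with RPMM without a log. Leaving out 1 heifer gave 10 to 32 and 0 to 3. Between Days 8 and 16, 7 became 11 with DESeq2 or RPMM without a log, 20 with limma-voom or filterByExpr, 30 without a limit, and 3 with no term for the heifer or with the miR-486 and miR-451 covariate, and 2 to 19 on leaving out 1 heifer. None passed adjustment there with edgeR or any of these settings.

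For Day 0 against Days 8 and 16, 31 became 19 with the repeated-measures test on log2(RPMM + 1), 50 with limma-voom, 59 without a limit, 57 with filterByExpr, 16 with RPMM without a log, and 19 with either the miRNA share or the total count as a covariate. The 5 past adjustment became 15 with DESeq2, 3 with limma on either log, 30 with limma-voom, 8 with filterByExpr, 3 with the miRNA share as a covariate, and 0 with the total count as a covariate or with the repeated-measures test on either scale. Leaving out 1 heifer gave 22 to 49 and 0 to 27.

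Of the 4 lists called by camera for Day 0 against Days 8 and 16, 0 were called with an estimated correlation. In that comparison 2 lists were called with the miR-486 and miR-451 covariate, and 2 to 6 on leaving out 1 heifer. The variance between days passed 0.05 at 9.47% without a limit and at 11.1% without heifer 21. Comparisons of abundant miRNAs at an exact p under 0.05 went from 1 to 3 with TMM-scaled counts, and to between 1 and 5 on leaving out 1 heifer. Leaving out 1 heifer took the haemolysis ratio to between 0.05 and 0.54 (Day 8 against Day 0), 0.85 and 1.16 (Day 16 against Day 0), and 0.42 and 0.81 (Day 16 against Day 8). The mean number detected was 361.9 with a limit of 1 RPMM. A planned covariate from miR-27b isomiRs was not run.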

Differences from the paper's values

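The repeated-measures test on RPMM without a log was chosen after the paper's values were seen.

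Of the 60 fold changes in Table 2, 56 had the same sign here, and the 4 that did not all compare Day 16 with Day 8. On the log2 scale, miR-199a-5p is −0.020 in the paper and was 0.013 here, miR-532 −0.11 in the paper and 0.00363 here, miR-224 −0.047 in the paper and 0.10 here, and miR-23b-3p −0.10 in the paper and 0.00242 here. Of the alternatives set before the data were examined, the paper's sign came back for all 4 with limma on log2(RPMM + 1) and on log2(RPMM + 0.1), the repeated-measures test on log2(RPMM + 1), and total counts. It came back for all but miR-224 without a limit on low counts, with the other reading of that limit, and without heifer 16 or 25. It came back for miR-532 and miR-23b-3p only with limma-voom, total counts without miR-486, and the miR-486 and miR-451 covariate, and for miR-199a-5p and miR-532 only with no term for the heifer. It came back for none of them with DESeq2, RLE, filterByExpr, robust fitting, or without heifer 18, 20, 21, 22, 34 or 35.

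For miR-133a, the paper's supplementary table gives ratios that come back within a relative difference of 0.0001 as the mean of the 8 heifers' ratios, and which on the log2 scale are 1.99 in the paper for Day 8 against Day 0 and 0.87 for Day 16 against Day 8. They were −1.37 and −0.27 here, from a fit on the log scale. Under all 22 alternatives set before the data were examined the first differed from the paper's, and under 20 the second; limma-voom (0.057) and leaving out heifer 35 (0.47) brought back its sign. For Day 16 against Day 0 the paper's −0.97 and −1.64 here had the same sign.

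Of the 20 miRNAs in Table 2, 14 had an unadjusted p under 0.05 for the effect of day here. The 6 that did not were miR-125b, miR-100, miR-99b, miR-222, miR-205 and miR-155. All 20 had it with total counts (24 miRNAs in all) and with the repeated-measures test on RPMM without a log (20 in all, none of the paper's dropped); 18 had it with DESeq2 or without heifer 21, 17 with limma on either log, limma-voom or total counts without miR-486, 16 with the repeated-measures test on log2(RPMM + 1), 15 with RLE, 14 with the other reading of the limit or robust fitting, 13 with filterByExpr or the miR-486 and miR-451 covariate, 11 without a limit and 9 with no term for the heifer. Without heifer 16, 18 or 34 it was 11, without heifer 20 it was 12, and without heifer 22, 25 or 35 it was 10, 8 and 9. The paper's number, 20, was also reached in all by limma on either log. Here 9 others had an unadjusted p under 0.05: miR-6529, miR-1468, miR-146b, miR-27a-3p, miR-101, miR-139, miR-411a, miR-660 and miR-126-5p. The paper reports no miRNA past adjustment for the effect of day, nor did edgeR here, whereas 8 and 14 passed with DESeq2 and limma-voom.

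The paper gives the overlap of the 20 most abundant miRNAs of each platform as 20%; the same 6 miRNAs were shared here, which is 30% of 20. Its S3 File lists an isomiR for 118 miRNAs, against the paper's 134, which is the number of miRNAs on its second sheet, and holds 22 at 25-fold or more, against the paper's 21, which is the number left without a predicted miRNA that is absent from the deposited table. The paper gives 104 of the 150 most abundant miRNAs as shared and 46 as found by sequencing only, where 105 and 45 were found here. More than 10 counts gave 306.7 miRNAs per library, against the paper's 313, which at least 10 counts reached (313.25).

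The paper gives let-7f as lower on Day 8 than on Day 0, by RT-qPCR and on its array, whereas by sequencing here it was at 0.15 on the log2 scale (SE 0.34, adjusted p = 0.867), higher in 4 of 8 heifers. The other 3 miRNAs that it gives as higher on Day 0 were lower on Day 8 here by sign, miR-125b at −0.19, miR-99a-5p at −0.34 and miR-145 at −0.60. None of them had an unadjusted p under 0.05 for this step with edgeR.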

Other observations

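Of the tests in this part, that of the scale of the P-values and that of the column headings were chosen after the values were seen.

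By sign, members of the miR-17-92 family, which promotes proliferation, were mostly lower on Day 0 on both platforms. On the paper's PCR array, 12 of 12 listed members were higher on Day 8 and on Day 16 than on Day 0, where 63 and 61 of all 169 miRNAs were lower. Their median log2 values there were 0.27 and 0.33, against 0.21 and 0.12 over all 169. On Day 8 they thus lay near the shift of the whole array. By sequencing 7 of 9 were higher on Day 8 (6 with total counts) and 9 of 9 on Day 16 (6 with total counts), with camera adjusted p-values of 0.248 and 0.00514 (adjusted p = 0.599 and 0.399 with an estimated correlation). Averaged over its members by sequencing, the family was higher on Day 0 than on Days 8 and 16 in 3 of 8 heifers (exact sign-change permutation p = 0.234). Erythrocyte miRNAs, with which the family shares miR-25 and miR-92a, were also mostly higher by sign on the array (7 of 8 on Day 8 and 8 of 8 on Day 16). Their medians there were 0.11 on Day 8, below the 0.21 of the whole array, and 0.34 on Day 16. By sequencing, a covariate for miR-486 and miR-451 took the miR-17-92 median for Day 0 against Days 8 and 16 from −0.21 to −0.11, so the 2 lists were not separated. The let-7 family went apart: 8 of 9 were lower on Day 8 on the array and 8 of 8 higher by sequencing (camera adjusted p = 0.346). Of 9 mesenchymal miRNAs on the array, 6 were lower on Day 8 and 7 on Day 16, and of 10 DLK1-DIO3 miRNAs 7 and 3 (medians −0.13 and 0.15 on the log2 scale). All 4 of the X-linked cluster were higher on both days there (medians 0.41 and 0.28), none with a P-value under 0.05 in the paper. All 169 miRNAs of the array had medians of 0.21 and 0.12. By sequencing miR-532 was lower on both days. Over the 122 miRNAs tested on both platforms, fold changes had a Spearman rho of 0.24 for Day 8 and 0.47 for Day 16 against Day 0, with the same sign in 73 and 79; these are values across miRNAs, not replicates.

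The remaining lists were also tested for Day 0 against Days 8 and 16. Of 4 epithelial miRNAs 1 was higher, miR-205 at 0.38 (SE 0.15), which passed when adjusted over the list alone, and 3 of the miR-200 family and its relatives were lower (2 with total counts; camera adjusted p = 0.681). Of 3 liver and gut miRNAs, 1 was higher and 2 lower (camera adjusted p = 0.407, and 0.0383 without heifer 35), and of 8 let-7 miRNAs 3 were higher and 5 lower (5 and 3 with total counts; camera adjusted p = 0.646). Of 13 platelet miRNAs 6 were higher (8 with total counts), of 10 leukocyte miRNAs 4 (5 with total counts), and of 3 luteal-high miRNAs none (1 with total counts), each with a camera adjusted p of 0.407. The mean of the leukocyte miRNAs was lower on Day 0 in 7 of 8 heifers, all but heifer 21, by a small difference of −0.08 ± 0.07 (SD, n = 8; exact permutation p = 0.0234, adjusted over 11 lists p = 0.107). None of these lists had a miRNA past adjustment with edgeR, and only miR-205 had an unadjusted p under 0.05; 2 platelet miRNAs and 1 epithelial miRNA passed adjustment with limma-voom and none with DESeq2. In the X-linked cluster, miR-660 was at 0.26 (SE 0.10, adjusted p = 0.206) beside miR-532.

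Within a relative difference of 0.0001, the P-values in the paper's supplementary table came back for 181 of 181 miRNAs from a repeated-measures test on RPMM without a log, and for 0 from log2(RPMM + 1), which gave 18 under 0.05, although the methods name a log2 transformation. Its fold changes came back for 181 of 181, within the same difference, as the mean of the 8 heifers' ratios. In the isomiR file, 24 of 24 sample columns correlated best with the library at their place in the order of library numbers within a day, and 3 with the heifer named in the heading. No value in the text rests on those headings.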
